# Alteration of Gene Expression, DNA Methylation, and Histone Methylation in Free Radical Scavenging Networks in Adult Mouse Hippocampus following Fetal Alcohol Exposure

**DOI:** 10.1371/journal.pone.0154836

**Published:** 2016-05-02

**Authors:** Eric J. Chater-Diehl, Benjamin I. Laufer, Christina A. Castellani, Bonnie L. Alberry, Shiva M. Singh

## Abstract

The molecular basis of Fetal Alcohol Spectrum Disorders (FASD) is poorly understood; however, epigenetic and gene expression changes have been implicated. We have developed a mouse model of FASD characterized by learning and memory impairment and persistent gene expression changes. Epigenetic marks may maintain expression changes over a mouse’s lifetime, an area few have explored. Here, mice were injected with saline or ethanol on postnatal days four and seven. At 70 days of age gene expression microarray, methylated DNA immunoprecipitation microarray, H3K4me3 and H3K27me3 chromatin immunoprecipitation microarray were performed. Following extensive pathway analysis of the affected genes, we identified the top affected gene expression pathway as “Free radical scavenging”. We confirmed six of these changes by droplet digital PCR including the caspase *Casp3* and Wnt transcription factor *Tcf7l2*. The top pathway for all methylation-affected genes was “Peroxisome biogenesis”; we confirmed differential DNA methylation in the *Acca1* thiolase promoter. Altered methylation and gene expression in oxidative stress pathways in the adult hippocampus suggests a novel interface between epigenetic and oxidative stress mechanisms in FASD.

## Introduction

Fetal alcohol spectrum disorder (FASD) refers to the neurological, developmental, and behavioural abnormalities arising from *in utero* ethanol exposure. It is characterized by a range of behavioural aberrations including anxiety, depression, and impaired learning and memory that can persist to adulthood [1–3]. The short-term effects of ethanol on the brain are well characterized, including altered insulin signalling, apoptosis, and synaptic remodelling [4]. Long after ethanol exposure, alterations in gene expression in key brain regions have been identified by various researchers [5–8]. In particular, our group and others have focused on the hippocampus due to its central role in learning and memory. The long-term maintenance mechanism behind these expression changes and how they may underlie FASD-related phenotypes remain elusive.

Epigenetic marks are a strong candidate for maintaining FASD-related gene expression changes. Alcohol indirectly affects DNA and histone methylation by altering one-carbon metabolism from which methyl groups are derived [9,10]. Ethanol also reduces the activity of methionine synthase [11]. Both of these alterations decrease the availability of the methyl-donor S-adenosylmethionine (SAM). In the hippocampus, prenatal ethanol exposure leads to maintained expression changes in one-carbon metabolism genes [8]. Further, ethanol alters the redox state of the cell which can affect methylation pathways [12].

A number of studies have reported ethanol-induced alterations in DNA methylation [13–15]. In the hippocampus specifically, prenatal ethanol exposure has been associated with changes in DNA methylation and its binding proteins [16]. Additionally, global hypermethylation in the hippocampus occurs in young rats exposed to ethanol during synaptogenesis [17]. To date, no study has performed a high-resolution genome-wide analysis of DNA methylation in the ethanol-exposed hippocampus.

Many lines of evidence also suggest a role of histone methylation in FASD. First, histone methylation is far more liable and environmentally responsive than DNA methylation [18]. Second, ethanol causes changes in histone methyltransferase abundance, contributing to ethanol-induced neurodegeneration during neonatal development in mice [19]. Finally, critical neurodevelopmental genes show alterations in histone H3 lysine 4 trimethylation (H3K4me3) and histone H3 lysine 27 trimethylation (H3K27me3) at their promoters in neuronal stem cells exposed to ethanol [20]. These studies strongly suggest ethanol may act in part through alteration of nuclear architecture via histone modifications. Specifically, changes in H3K4me3 and H3K27me3 are often the focus of environmental epigenetic studies due to their tight association with gene expression at promoters: H3K4me3 is a hallmark of active transcriptional start sites [21], while H3K27me3 is associated with inactive but not constitutively silenced genes [21]. To the best of our knowledge, the long-term effects of ethanol on H3K4me3 and H3K27me3 *in vivo* have not been previously assessed. To this end, we sought to undertake a comprehensive assessment of H3K4me3, H3K27me3 and DNA methylation changes in adult mice exposed to alcohol during development.

Here, we use a binge exposure model of FASD in which mice are injected with ethanol during the first postnatal week. This time period is neurodevelopmentally equivalent to the human third trimester and coincides with the peak of synaptogenesis [22]. Binge drinking patterns result in the highest blood alcohol concentrations (BAC) [23]. If these episodes coincide with critical neurodevelopmental events, there can be significant adverse effects to the fetus [24]. Binge drinking is also a pattern often reported by alcohol-consuming pregnant women [25]. The mouse hippocampus undergoes neuronal differentiation and synaptogenesis during the first postnatal week [26]. Ethanol exposure during this critical time affects nearly all levels of hippocampal structure and function [27]. The resulting synaptic changes affect long-term potentiation, a strong correlate of learning and memory [28]. Indeed, a number of behavioural abnormalities are reported including spatial learning and memory impairment [6], directly implicating hippocampal involvement [27]. Ethanol exposure at this time also causes changes in brain gene expression [22], DNA methylation, and non-coding RNA (ncRNA) expression [29]. As such, trimester three binge models are very common in genetic studies of FASD.

In this experiment, we assess gene/miRNA expression, DNA methylation, and histone modification changes in adult mouse hippocampus after neonatal ethanol exposure. Using chromatin immunoprecipitation (ChIP) with promoter microarray (ChIP-chip) we identified hundreds of changes in H3K4me3 and H3K27me3. Using methylated DNA immunoprecipitation (MeDIP) coupled to promoter microarray (MeDIP-chip) we identified numerous DNA methylation changes. Using Affymetrix gene expression microarrays we also identified numerous gene expression changes in the same mice. The genes of interest have low-fold changes and low expression levels, so we chose to confirm differential expression using droplet digital PCR (ddPCR) which is well suited for these conditions [30]. Some of the genes identified have both gene expression and DNA methylation changes, but more importantly many of the top affected pathways are related across data sets. The most highly affected genes and pathways are oxidative stress pathways which are highly relevant to FASD etiology [12].

## Results

### Gene expression analysis

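Gene expression was measured in the hippocampus of 70-day-old male mice that had received saline or ethanol on postnatal days 4 and 7, a binge model of exposure at the peak of synaptogenesis. Ethanol was given at 2.5 g/kg per injection, with 2 injections on each of these days. RNA from 3 mice was pooled for each array and 3 arrays were run per group, so that the 6 arrays stand for 18 mice, 9 in each group. A pool gives the average of its animals, and the spread between arrays is the spread between pools of different mice. The Affymetrix Mouse Gene ST array reads most genes with 1 probe set made of several short probes. The authors summarized the probes at the gene level with RMA, which corrects the background, gives all arrays the same distribution and combines the probes of a set, and they deposited the resulting log2 values. Arrays correlated with each other at 0.999 across probe sets, which are not independent replicates. Of 35556 probe sets, 21789 were paired with 1 gene symbol, 1621 with several and 12146 with none. The 23410 with a symbol were tested between ethanol and saline with limma, without a filter on dim probe sets, since the methods name none. For named genes and gene lists, the brightest probe set of each of 19938 genes was used. The number of arrays limits the precision, with a median standard error of 0.049 for a log2 change. Genes with a mean below 5.36 are described as lying at the level of receptor genes, which is the 95th percentile of the means of olfactory and vomeronasal receptor genes. The miRNA, DNA methylation and histone methylation arrays were not analysed here.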

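The genes named next differed after ethanol at an unadjusted p under 0.05 in limma, and none of them passed after adjustment. Rab37, a small GTPase of vesicle release, was 0.45 ± 0.12 (SE) higher on the log2 scale, or 1.36-fold. Eif4a3l1, a relative of an RNA helicase of the exon junction complex, was 0.42 ± 0.09 higher, although its level was that of receptor genes. Among lower genes, the splicing-related Rsrp1 had a log2 change of -0.30 ± 0.05, the replicative helicase subunit Mcm7 of -0.27 ± 0.06 and the zinc finger transcription factor Klf10 of -0.27 ± 0.06. Hmgb1, a chromatin protein, differed by -0.37 ± 0.14. In each of these genes the 3 ethanol pools did not overlap the 3 saline pools, which was true of 2081 of the 19938 genes (10.4%), where chance gives 10% for 3 pools against 3. At an unadjusted p under 0.05 and a change over 1.2-fold, 60 of the 23410 probe sets passed, and the largest of these changes was 1.69-fold. They stand for 55 genes, of which 9 are in Table 1 and 9 lay at the level of receptor genes. After Benjamini-Hochberg adjustment 0 probe sets passed in limma (lowest adjusted p = 0.931), where 1202 passed the unadjusted threshold alone and 1170 would by chance. The methods' t-test left 1161 at the unadjusted threshold, 17 of them over 1.2-fold, and 0 after adjustment (lowest adjusted p = 0.457). In data simulated with the spread of these arrays, 26 of 67 probe sets changed by 1.2-fold and 67 of 67 changed by 1.5-fold passed the adjusted threshold. Of 23210 unchanged probe sets, 75 passed the unadjusted threshold with 1.2-fold, more than the 60 here. The simulated shares do not hold for every probe set. The 4 over 1.5-fold here (Ramp3, Synpo2, Prkcd and Tcf7l2) had SDs of 0.347 to 0.639 between ethanol pools and did not pass after adjustment. A change of 1.5-fold can thus be missed where pools differ as much. Hmgb1 did not pass in the methods' t-test and was at -0.19 without saline pool 2, and Rab37 was at 0.30 without ethanol pool 1. Rab37 did not pass with the mean of the thalamus markers described below as a covariate, where it was at 0.17 ± 0.08. That covariate was chosen after the data were seen. From the saline mean, it lay at 0.609, 0.234 and 0.064 in ethanol pools 1, 2 and 3. In the saline pools it lay from -0.013 to 0.02. The covariate thus separates the groups, and a smaller change with it cannot tell an effect of ethanol from another cause. The count past both thresholds was 187 without ethanol pool 2, 28 above the median level and 488 over all probe sets including those with no gene symbol.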

We identified 60 genes differentially expressed in ethanol exposed mouse hippocampus (Fig 1). Two thirds of these were upregulated, and one third down-regulated in response to ethanol (Table 1). 

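Markers of the thalamus, which lies beneath the hippocampus, were among the genes with the largest increases after ethanol. Of 16 measured markers, 9 passed the unadjusted threshold and all 9 were higher, with a median log2 change of 0.28 over the list. They include Ramp3, a partner protein of the calcitonin receptor (0.76 ± 0.26, SE), the protein kinase Prkcd (0.67 ± 0.22), the G protein regulator Rgs16 (0.49 ± 0.14) and the homeobox gene Shox2 (0.46 ± 0.20). The list's mean lay 0.609, 0.234 and 0.064 above the saline mean in ethanol pools 1, 2 and 3. Markers of the choroid plexus, the epithelium that secretes cerebrospinal fluid, had a median change of 0.47 over 18 genes, of which 3 passed the unadjusted threshold (Kl, Steap1 and Kcne2). The choroid plexus list's mean differed between the ethanol pools, at 1.061, -0.279 and 0.637 from the saline mean. Markers of meninges and fibroblasts had the same order of these pools, at 0.257, -0.122 and 0.179. In the methods' t-test 0 of the 16 thalamus and 0 of the 18 choroid plexus markers passed. Without ethanol pool 1 the named thalamus genes passed at 0.41, 0.36, 0.32 and 0.18 in the same order. Shox2, at the level of receptor genes, did not pass with any 1 saline pool left out, with quantile normalization or over all rows of the value table. Kl, Steap1 and Kcne2 did not pass without ethanol pool 1, ethanol pool 3, saline pool 1 or saline pool 2, with array weights or over all rows of the value table. Of the 60 probe sets past both thresholds, 41 (68.3%) were higher and 19 lower, and 8 of the 55 genes were thalamus markers. Ethanol pool 1 held the highest of the 6 values in 31 of the 38 higher genes. The split was 45 higher and 40 lower without saline pool 2, 41 and 35 without ethanol pool 1, and 165 and 22 without ethanol pool 2. Of 46 gene lists tested against all other genes with camera, 5 were higher and 2 lower at an adjusted p under 0.05. The thalamus list had an adjusted p = 2.34e-09 and the choroid plexus list an adjusted p = 7.52e-08, but an adjusted p = 0.806 and an adjusted p = 0.865 with an estimated correlation, and 0 of 46 lists passed that test or fry. Adjusted over the list alone, 0 genes of either list passed.

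**Figure D1:**
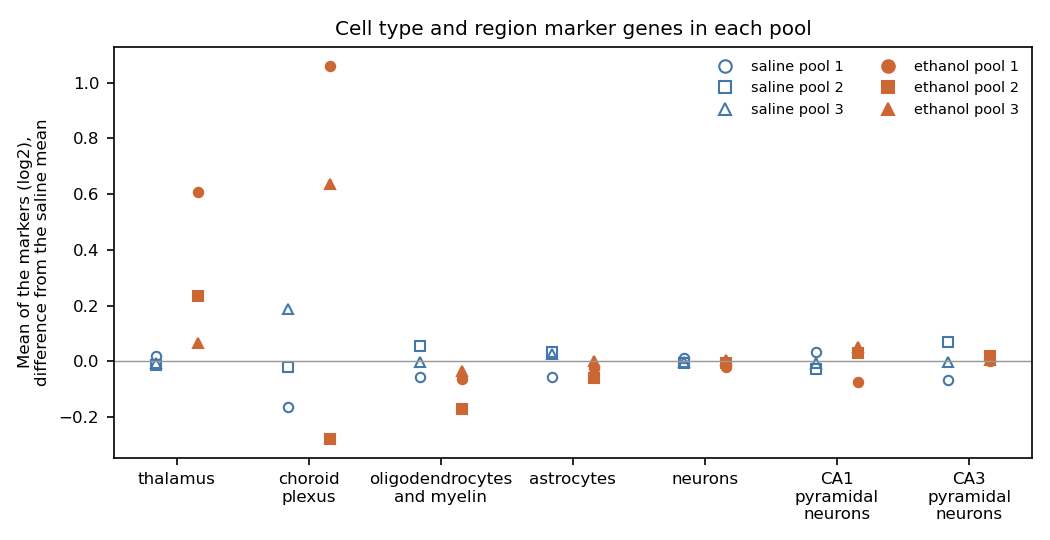
Mean of each marker list in each pool, as the log2 difference from the mean of the 3 saline pools, with open symbols for saline and filled symbols for ethanol. Ethanol pool 1 lies at 0.609 for thalamus and 1.061 for choroid plexus, while the lists of neurons, CA1 and CA3 lie between -0.076 and 0.07 in every pool.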

61 ncRNAs (37 of which were mature microRNAs) were also differentially expressed. 

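Of 4 genes paired with miRNAs, 1 was higher and 2 were lower past the unadjusted threshold. Hcn4, a channel of the hyperpolarization-activated pacemaker current, was 0.20 ± 0.08 (SE) higher on the log2 scale, or 1.15-fold. L3mbtl4, a putative polycomb group protein, had a log2 change of -0.13 ± 0.04 and Tmem79, a transmembrane protein, of -0.16 ± 0.05. All 3 genes lay at the level of receptor genes, and their ethanol and saline pools did not overlap. Mafg, a small Maf transcription factor that pairs with NFE2L2, was well expressed at a mean of 7.82 and had a log2 change of -0.03 ± 0.06. Its 95% confidence interval runs from 0.897 to 1.07 times the saline level. None of the 4 passed after adjustment over all probe sets in limma (adjusted p of 0.931 or more). Hcn4 did not pass in the methods' t-test or without ethanol pool 1, where it was at 0.12. With the mean of the thalamus markers as a covariate, chosen after the data were seen, Hcn4 was at 0.05 ± 0.08 and did not pass. Because that covariate separates the groups, this loss cannot tell an effect of ethanol from another cause. L3mbtl4 has 2 probe sets, whose mean was at -0.06 and did not pass. L3mbtl4 and Tmem79 did not pass without saline pool 3, the sign of Mafg turned without saline pool 3 or without ethanol pool 3, at 0.01 in both cases, and the miRNAs were not analysed here.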

Using IPA target filter, we identified five differentially expressed microRNAs (miRNAs) predicted to target four differentially expressed genes in reciprocal relationships (Table 2). 

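Genes with marks of methylation in Table 1 were mostly higher after ethanol. Of 8 genes with a DNA methylation change, 6 passed the unadjusted threshold in the direction of Table 1, 5 of them higher and 1 lower. Of 11 with an H3K4me3 change, 10 were matched to a probe set and 9 passed, 8 higher and 1 lower. All 4 with an H3K27me3 change passed and were higher. Besides Tcf7l2, which carries all 3 marks, these genes include Slitrk6, a membrane protein of neurite outgrowth (0.23 ± 0.06, SE, log2), Tmprss11a, a serine protease (0.18 ± 0.05), Dnm3os, a noncoding transcript opposite a dynamin gene (0.14 ± 0.04), and the pheromone receptor genes Vmn2r15 (0.28 ± 0.08) and Vmn2r109 (0.19 ± 0.05), of which Vmn2r15 did not pass in the methods' t-test and was at 0.18 without ethanol pool 3. At the level of receptor genes lay 4 of 8 genes with a DNA methylation change, 7 of 10 with an H3K4me3 change and 3 of 4 with an H3K27me3 change. Table 1 gives a fold change for 59 genes, of which 48 were matched to a probe set here. Of these 48, 48 had the direction of Table 1 and 43 passed the unadjusted threshold, 31 of 32 listed as higher and 12 of 16 listed as lower. The genes were chosen by the study on the same arrays, so this is not independent evidence of their direction. Of the matched genes, 39 lay at the level of receptor genes, 9 passed the unadjusted threshold with a change over 1.2-fold, and 0 passed after adjustment in limma, at 36 past the unadjusted threshold in the methods' t-test. Pools did not overlap in 44 of the 48, but the chance value of 10% does not apply to genes chosen on the same arrays. Hdx, whose log2 change was -0.06 ± 0.05, has a 95% confidence interval from 0.881 to 1.04 times the saline level. Of the 9 probe sets of Nup210l, the brightest did not pass (0.02 ± 0.07), 1 passed as higher (0.30 ± 0.07, 1.228-fold, at the level of receptor genes and also past the methods' t-test) and 2 as lower. The brightest was below the saline level without saline pool 1 (-1.022-fold), saline pool 3 (-1.004-fold) or ethanol pool 1 (-1.003-fold). With a filter on dim probe sets, 6 of 9 remaining genes passed above the level of receptor genes and 3 of 4 above the median level, and 28 of 48 passed with the thalamus marker mean as a covariate, which was chosen after the data were seen.

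**Figure D2:**
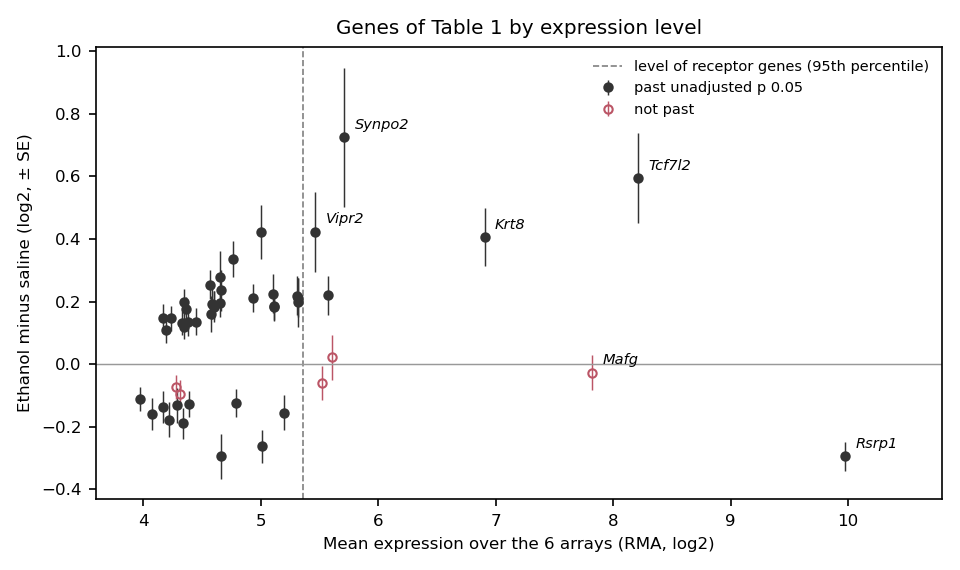
Log2 change (ethanol minus saline, ± SE) of the 48 matched genes of Table 1 against their mean expression over the 6 arrays. Of these, 39 lie left of the dashed line at 5.36, the 95th percentile of olfactory and vomeronasal receptor genes, and open symbols are genes not past the unadjusted threshold.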

Of the 60 differentially expressed genes, 8 (13.3%) showed a change in DNA methylation, 11 (18.3%) showed a change in H3K4me3, and 4 (6.7%). showed a change in H3K27me3 in their promoter sequence or gene body (Table 1).

**Fig 1:**
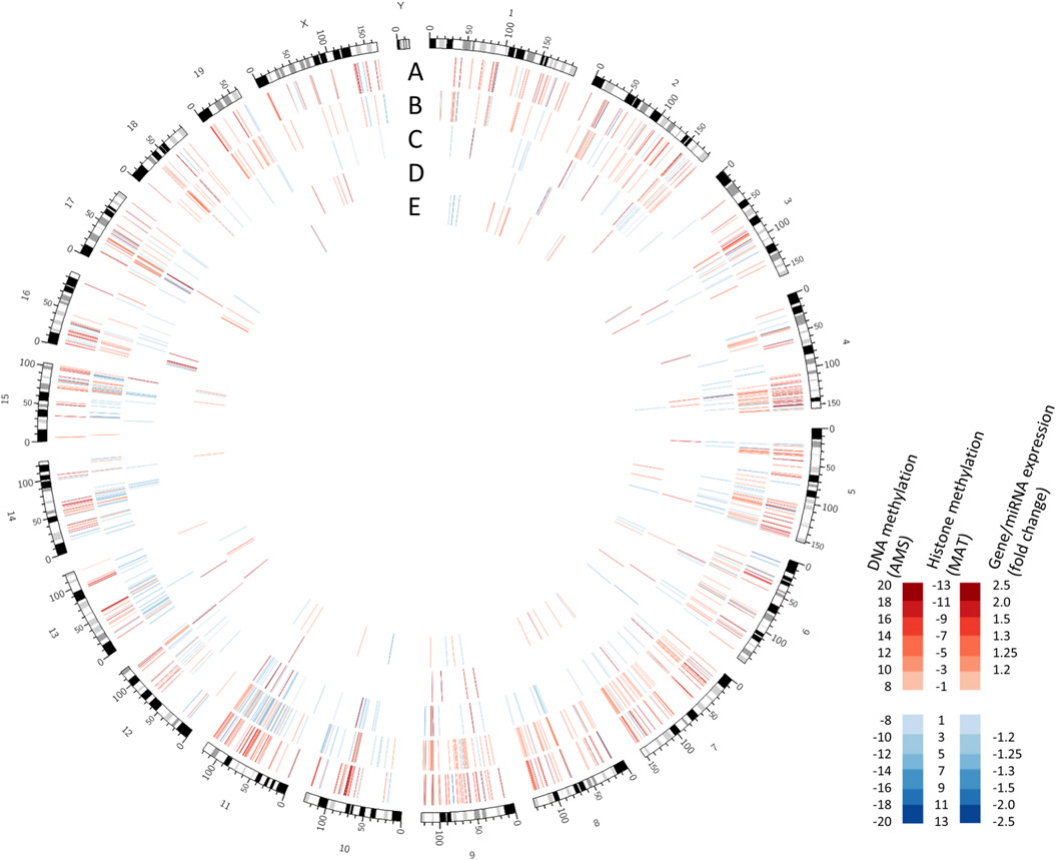
Global changes in DNA methylation, histone methylation, miRNA expression, and gene expression in adult mice in response to neonatal ethanol exposure. Tracks show alterations in: (A) DNA methylation as measured by absolute methylation score (AMS) *p*<0.001; (B) H3k27me3 and (C) H3k4me3 measured by model-based analysis of tiling arrays (MAT) score, *p*<0.001; (D) miRNA expression and (E) gene expression *p*<0.05, fold-change>1.2.

**Table 1:** Differentially expressed genes in adult mouse hippocampus exposed to ethanol during development identified by gene expression microarray.

Gene expression			5mC DMR		H3K4me3 RDHM		H3K27me3 RDHM	
Gene Symbol	*p*-value	Fold change	AMS score	*p*-value	MAT score	*p*-value	MAT score	*p*-value
*Tcf7l2*	0.032	1.50	9.87	0.007	-3.12	0.004	1.86	0.003
					-4.38	0.000		
*Synpo2*	0.047	1.43	11.82	0.004	3.10	0.009		
*Vipr2*	0.043	1.42	10.32	0.002				
*Cypt2*	0.012	1.40						
*Defb5*	0.002	1.39						
*Serpinb1b*	0.027	1.35						
*Gm8994*	0.021	1.32			3.14	0.008		
*Gm7168*	0.016	1.31						
*Olfr119*	0.007	1.30			-2.93	0.008		
*Vmn2r15*	0.049	1.29					1.44	0.004
*Cfhr2*	0.023	1.29			3.09	0.009		
*LOC100038422*	0.025	1.28						
*Nup210l*	0.037	1.27						
*Kmo*	0.024	1.27						
*Tmprss11a*	0.049	1.26	11.83	0.01				
*BC094916*	0.036	1.26						
*Krt8*	0.013	1.25			3.12	0.008		
*Olfr539*	0.035	1.25						
*Slitrk6*	0.023	1.24			3.24	0.006		
*Cd209f*	0.031	1.24						
*Krt39*	0.008	1.23			3.05	0.009		
*Olfr121*	0.026	1.23						
*Gm11362*	0.041	1.23						
*Hcn4*	0.048	1.23			-2.95	0.007		
*Olfr1018*	0.022	1.23						
*Cdnf*	0.044	1.23						
*Casp3*	0.021	1.23						
*4933416I08Rik*	0.049	1.22						
*Vmn2r109*	0.022	1.22					1.14	0.008
*Stac*	0.029	1.22	20.18	0.007				
*Vmn1r5*	0.042	1.21						
*Dnm3os*	0.050	1.21					1.16	0.007
*Olfr648*	0.003	1.21						
*Olfr1131*	0.026	1.21						
*4930524N10Rik*	0.006	1.21						
*Gm4801*	0.011	1.21						
*Mrgprh*	0.007	1.21						
*Gm11437*	0.026	1.20						
*Apol7a*	0.010	1.20						
*C330022B21Rik*	0.020	-1.20						
*1600015I10Rik*	0.005	-1.20						
*Gm4776*	0.024	-1.20			-2.91	0.008		
*Olfr455*	0.011	-1.20						
*Olfr979*	0.007	-1.21						
*Mafg*	0.036	-1.21	9.39	0.009				
			-12.67	0.005				
			13.42	0.001				
*Olfr2*	0.022	-1.21	-10.92	0.001	3.21	0.006		
*Gm16551*	0.006	-1.22						
*4930401B11Rik*	0.047	-1.22						
*L3mbtl4*	0.040	-1.22	14.80	0.010				
*D4Wsu53e*	0.005	-1.22						
*Olfr281*	0.013	-1.24						
*D730002M21Rik*	0.045	-1.25						
*BC055004*	0.039	-1.25						
*Hdx*	0.015	-1.25						
*Olfr1350*	0.002	-1.26						
*Crygb*	0.011	-1.27						
*Tmem79*	0.027	-1.29						
*Zfa*	0.023	-1.31						
*Dnahc7a*	0.023	-1.39						

All identified differentially expressed genes are shown (fold-change cut off>1.2, *p*<0.05). Differentially 5-methylcytosine (5mC) methylated regions (DMRs) and regions of differentially histone modification (RDHMs) in gene promoters are also shown (cut-off *p*<0.01). Positive AMS indicates increased methylation in ethanol exposed mice, while positive MAT score indicates reduced methylation in ethanol exposed mice.

**Table 2:** MicroRNAs predicted to target mRNAs with reciprocal expression changes.

Gene expression			miRNA expression		
Gene Symbol	*p*-value	Fold change	miRNA ID	*p*-value	Fold change
*Hcn4*	0.048	1.23	*miR-185-5p*	0.026	-1.26
*Mafg*	0.036	-1.21	*miR-130a-3p*	0.018	2.19
			*miR-200b-3p*	0.022	1.95
*L3mbtl4*	0.040	-1.22	*miR-377-3p*	0.019	1.29
*Tmem79*	0.027	-1.29	*miR-34a-5p*	0.046	1.20

Genes and microRNAs (miRNAs) with reciprocal expression changes from each microarray experiment predicted to target genes are shown (fold-change cut off >1.2, p<0.05)

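Olfactory receptor genes, which encode the odorant receptors of the nose, had means of 0.007, 0.043 and 0.044 from the saline mean in ethanol pools 1, 2 and 3, with saline pools from -0.015 to 0.023. Of 1015 genes tested, 86 were higher and 7 lower at the unadjusted threshold, and the median log2 change was 0.03. The vomeronasal receptors, which detect pheromones, had a median change of 0.05, with 20 of 163 genes higher and 0 lower. Taste receptors had 5 of 37 higher and 0 lower. In the methods' t-test 65 olfactory receptors were higher and 12 lower, and 13 vomeronasal receptors were higher and 0 lower. Single genes with larger changes include Olfr1065 (0.26 ± 0.04, SE), Olfr119 (0.24 ± 0.07) and Vmn1r188 (0.22 ± 0.05), and among lower ones Olfr1350 (-0.19 ± 0.05) and Olfr281 (-0.14 ± 0.05). The families passed camera at an adjusted p = 5.42e-06 for olfactory, 1.25e-09 for vomeronasal and 0.0273 for taste receptors, but not with an estimated correlation (adjusted p = 0.806 for each), and 0 genes passed adjusted over the list alone. Past both the unadjusted threshold and 1.2-fold were Olfr1085 (0.30 ± 0.12) and Olfr574 (0.29 ± 0.13). They make up 3.64% of the 55 genes, against 5.09% of all genes tested (odds ratio 0.7, two-sided Fisher's exact test, p = 1). Among the 9969 genes below the median level, where nearly all of this family lies, they make up 7.14% of 28 genes against 10.2% (odds ratio 0.68, two-sided Fisher's exact test, p = 1). Members of a family share sequence, so their probe sets are not independent. The share was above that of all genes without saline pool 1 (9.23%), with array weights (6.45%) and without ethanol pool 1, where it was 11.5% and passed (two-sided Fisher's exact test, p = 0.0347). With the thalamus marker mean as a covariate, chosen after the data were seen, it was 11.1% (two-sided Fisher's exact test, p = 0.00101). Olfr281, Olfr1085 and Olfr574 did not pass in the methods' t-test, Olfr1085 was at 0.45 without saline pool 1, and Olfr574 at 0.47 without ethanol pool 2.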

The top enriched Partek pathways for the differentially expressed genes were “Olfactory Transduction”, “Colorectal Cancer”, and “Amoebiasis” (Table 3). 

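Genes of free radical scavenging did not differ from other genes as lists after ethanol. Of 27 antioxidant enzymes, 1 passed the unadjusted threshold: Srxn1, which restores oxidized peroxiredoxins, was 0.09 ± 0.04 (SE) higher on the log2 scale. The abundant Txn1 (thioredoxin) and Prdx2 (a peroxiredoxin) had changes of 0.07 ± 0.04 and -0.00 ± 0.04. Of 27 genes controlled by the transcription factor NFE2L2 through antioxidant response elements, 1 passed, the biliverdin reductase gene Blvrb (0.15 ± 0.07). Fth1, the ferritin heavy chain, and Sqstm1, an autophagy receptor, had changes of 0.01 ± 0.04 and 0.03 ± 0.04. The median log2 change was 0.02 over the antioxidant enzymes (camera, adjusted p = 0.275) and -0.01 over the NFE2L2 targets (adjusted p = 0.936), and 0 genes of either list passed adjusted over the list alone. Srxn1 and Blvrb were named after their values were seen, as the only passing members of their lists, and Blvrb did not pass in the methods' t-test, where 2 antioxidant enzymes were higher and 0 NFE2L2 targets passed.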

The top enriched IPA network was “Free Radical Scavenging, Gene Expression, Dermatological Diseases and Conditions” (Fig 2). The top GO biological processes were determined in Enrichr (S1 Table). These processes include various metabolic and developmental pathways, of particular interest are apoptosis, oxidative stress response, and myelination. 

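Of 16 genes of oligodendrocytes and myelin, 1 had a mean above that of saline, and 4 passed the unadjusted threshold, all lower. These were Opalin, a myelin membrane protein (-0.21 ± 0.07, SE, log2), Mal, a proteolipid of myelin (-0.15 ± 0.05), the tetraspanin Tspan2 (-0.13 ± 0.05) and the tight junction protein Cldn11 (-0.12 ± 0.05). The list's median change was -0.10 (camera, adjusted p = 5.42e-06, but adjusted p = 0.806 with an estimated correlation), and its mean was at -0.063, -0.171 and -0.034 from the saline mean in ethanol pools 1, 2 and 3, with saline pools from -0.055 to 0.055, so that ethanol pool 3 lay above saline pool 1. Of 41 apoptosis genes, 1 was higher and 3 were lower past the unadjusted threshold. Casp12, a caspase linked to stress of the endoplasmic reticulum, was 0.23 ± 0.07 higher at the level of receptor genes. Lower were Casp9 (-0.13 ± 0.06), the initiator caspase of the mitochondrial pathway, Apaf1 (-0.11 ± 0.04), the scaffold that activates it, and the inhibitor Birc3 (-0.11 ± 0.04). The apoptosis list did not differ from other genes (camera, adjusted p = 0.969). Of 12 genes of the kynurenine pathway, which breaks down tryptophan, Kmo passed at 0.15 ± 0.05 and at the level of receptor genes (list adjusted p = 0.969). Adjusted over the list alone, 0 genes of these 3 lists passed, and Opalin, Cldn11, Casp12 and Casp9 did not pass in the methods' t-test. Mal, Casp12 and Kmo passed with each array left out, Casp12 at 0.16 without ethanol pool 3, and the other 6 named genes did not. With the mean of the thalamus markers as a covariate, chosen after the data were seen, Kmo was at 0.10 ± 0.06 and did not pass. Since that covariate separates the groups, the loss for Kmo cannot tell an effect of ethanol from another cause.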

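Among structural genes, those of the Z disc and dystrophin complex, which anchor actin filaments to membranes in muscle and at synapses, had 3 of 37 members past the unadjusted threshold. All 3 were higher: Synpo2, an actin-bundling protein, the intermediate filament gene Krt8, and Sntb1, a syntrophin of the dystrophin complex (0.16 ± 0.05, SE, log2). Of 52 keratin genes, which form the intermediate filaments of epithelia, 5 were higher and 0 lower. Besides Krt8 these include Krt31, Krt39 and Krt42, each 0.13 higher with a standard error of 0.05, 0.04 and 0.05. These 3 lay at the level of receptor genes, as did 42 of the 52. Neither list differed from other genes in camera (adjusted p = 0.914 for the Z disc and 0.999 for keratins), and 0 genes passed adjusted over the list alone. Synpo2 had its highest value in ethanol pool 1, the pool with the highest thalamus markers, and was at 0.41 without it. Synpo2 and Krt42 did not pass in the methods' t-test, and Krt31 and Krt42 did not without saline pool 2 or 3.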

Top significant GO cellular components were also determined, all being classified as cell membrane or other structural components (S1 Table). Finally, the top GO molecular functions were determined, including various metabolite and protein binding domains, as well as membrane channels (S1 Table).

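Lists of membrane channel genes did not differ from other genes after ethanol. Of 9 genes of HCN and cyclic nucleotide-gated channels, Hcn4 alone passed the unadjusted threshold in limma. Hcn4 did not pass without ethanol pool 1, in the methods' t-test or with the thalamus marker mean as a covariate. Hcn2, the most abundant member, had a log2 change of 0.00 ± 0.05 (SE). Of 16 ionotropic glutamate receptor genes, which carry fast excitatory transmission, 0 passed in limma at the unadjusted threshold and 1 in the methods' t-test (Gria2, whose ethanol pools lay below the saline pools), and the abundant Gria1 and Gria2 had changes of -0.03 ± 0.04 and -0.06 ± 0.04. Of 16 GABA-A receptor genes, which carry fast inhibition, Gabrp passed at 0.11 ± 0.04 and at the level of receptor genes, and the abundant Gabra5 and Gabrb2 had changes of -0.01 ± 0.04 and -0.03 ± 0.06. The lists had adjusted p values in camera of 0.275 for HCN and cyclic nucleotide-gated channels, 0.4 for glutamate receptors and 0.777 for GABA-A receptors. Adjusted over the list alone, 0 genes of these lists passed.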

**Fig 2:**
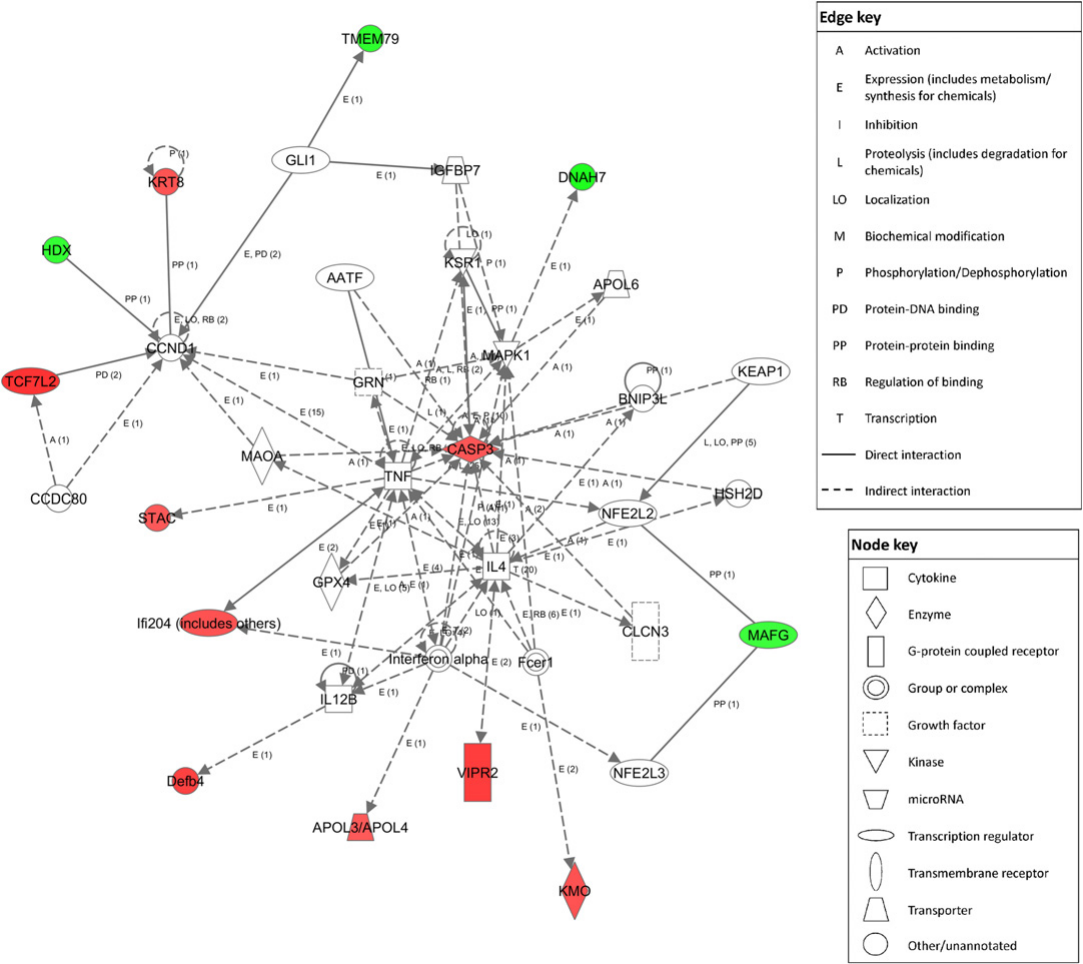
Top IPA network for gene expression changes “Free Radical Scavenging, Gene expression, Dermatological Diseases and Conditions”. Red nodes represent proteins whose transcripts were increased in ethanol-exposed mice vs. controls, green nodes represent those that were decreased in ethanol exposed mice. Score determined in IPA was 31 (right-tailed Fisher’s Exact Test).

**Table 3:** Pathways significantly enriched with differentially expressed genes.

Pathway name	Number genes in list	Enrichment Score
**Partek pathway**		
Olfactory Transduction	10	14.2
Colorectal Cancer	2	4.4
Amoebiasis	2	3.8
**IPA**		
Free Radical Scavenging, Gene Expression, Dermatological Diseases and Conditions	12	31
Cellular Development, Developmental Disorder, Hereditary Disorder	2	3
Molecular Transport, RNA Trafficking, Cell Death and Survival	2	3
Cell Cycle, Nervous System Development and Function, Cell Signaling	2	3
Cardiovascular System Development and Function, Skeletal and Muscular System Development and Function, Cell-To-Cell Signaling and Interaction	2	2

Affected pathways and genes identified using both Partek and IPA network analysis software.

### DNA methylation analysis

MeDIP-chip and MEDME analysis identified a total of 4640 DMRs in gene promoters (defined as -5000 to 0 bp relative to the transcriptional start site) or gene bodies at AMS *p*-value<0.01. Of these DMRs, 82% were increases in methylation in ethanol-exposed mice. 549 DMRs also lay in annotated CpG islands, 93% of which were increases in methylation in ethanol-exposed mice at *p*<0.01. In addition, there were 126 DMRs in miRNA promoters/gene bodies, 65% of which were increases in methylation in ethanol-exposed mice. DMRs were nearly evenly distributed upstream and downstream of the TSS, with 48.9% of DMRs lying upstream. In addition, 23% of DMRs were within 1 kb of the TSS and 40% within 2 kb. The top 20 increased and decreased DMRs are shown (S2 Table).

We also assessed epigenetic changes using pathway analysis software as our past research indicates that it not only reflects possible transcriptional aberrations, but also contains an informative footprint of past transcriptional aberrations [29,31]. For pathway analysis, a more stringent AMS cut-off of *p*<0.001 was used. This DNA methylation pathway analysis list contained 697 genes. The top GO biological processes were determined in Enrichr, predominantly featuring growth, differentiation, and cell fate pathways (S3 Table). The top GO cellular components included membranes, and cell-to-cell connectivity proteins (S3 Table). GO molecular functions included hormone receptor binging, signalling protein binding, and transcription factors (S3 Table).

### Global H3K4 and H3K27 Methylation

For the histone methylation data, data were initially generated at a region with differential histone methylation (RDHM) *p-*value cut-off of *p*<0.01. For the H3K4me3 experiment, this level of significance identified 3398 unique RDHMs. 55% (1883) of these RDHMs had a negative model based analysis of tiling-array (MAT) score, indicating an increase in methylation in ethanol versus control mice. For the H3K27me3 experiment, 2268 unique RDHMs were identified and 11% (260) of RDHMs had a negative MAT score. 485 RDHMs overlap between the two methylations at *p*<0.01.

Next, we assessed the corresponding genes potentially affected by RDHMs. The H3K4me3 list contained 4092 unique genes, and the H3K27me3 experiment contained 2740 unique genes. There are more implicated genes than RDHMs because RDHMs are often in multiple gene promoters. For H3K4me3, 61% of RDHMs lied in gene promoters, 39% lied in gene bodies (including introns). For H3K27me3, 68% of RDHMs lied in gene promoters, while 32% lied in gene bodies. For pathway analysis, we again used a higher stringency MAT score cut-off of *p*<0.001. These lists were composed of 798 H3K4me3 genes and 223 H3K27me3 genes (Fig 1). The top 20 RDHM increases and decreases are shown for H3K4me3 (S4 Table) and H3K27me3 (S5 Table). The top GO functions for the H3K4me3 were heavily weighted towards synaptic structure and function and cell adhesion (S6 Table). This was due in large part to the presence of 13 protocadherin genes in the list. The H3K27me3 GO functions were also heavily cell-to-cell connectivity and synaptic in nature (S7 Table). This was due in part the presence of the same 13 protocadherin genes.

### Integrated Epigenetic Systems Analysis

Since epigenetic marks act in concert, and do not exist in isolation, we assessed the changes in DNA methylation, H3K4me4, and H3K27me3 together [32]. To do this, we created a combined gene list of genes with either a DMR or an RDHM in their promoter/gene body. The direction of each change in ethanol-exposed mice was standardised between the marks by listing genes with changes predicted to increase gene expression as +1 (i.e. loss of DNA methylation, loss of H3K27me3, gain of H3K4me3) and changes predicted to decrease gene expression as -1 (i.e. gain of DNA methylation, gain of H3K27me3, loss of H3K4me3). Conflicting gains/losses were scored as 0 (22 genes total). The DMR/RDHM *p*-value cut off was kept at *p<*0.001. The list comprised 1589 genes (Fig 3). The top Partek pathway was Peroxisome (Fig 4), the top IPA network was Connective Tissue Disorders, Protein Synthesis, Cardiovascular System Development and Function (Table 4). The top 10 GO biological processes were determined in Enrichr, the top 4 of which are cell adhesion-related (S8 Table). Of note, there are also many neuron development pathways identified. The top GO cellular components were also determined, including many cellular support networks, and synaptic networks (S8 Table). Finally, the top 20 GO molecular functions were determined, including calcium ion binding, calmodulin binding, as well as various growth factor functions.

**Fig 3:**
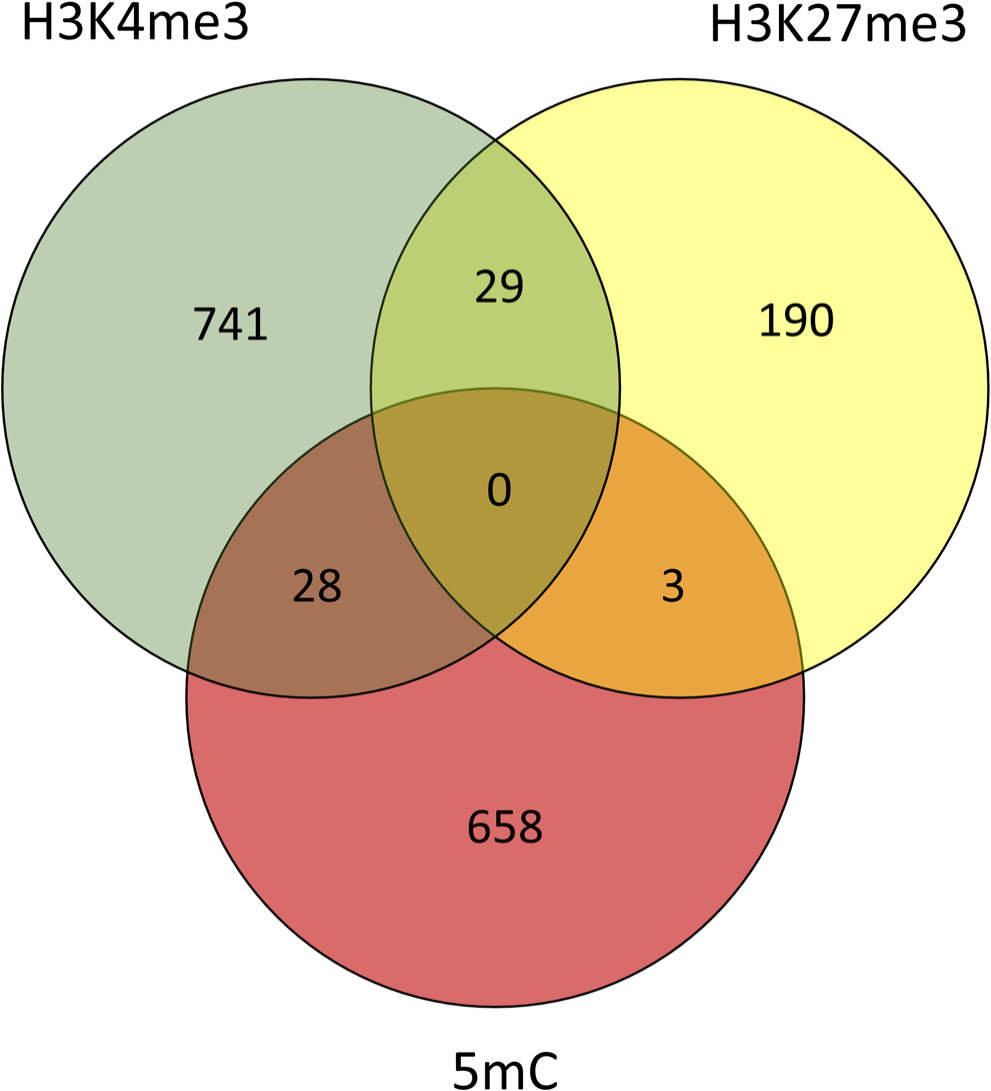
Combined gene list characterization, genes with either a DNA methylation, H3K4me3, or H3K27me3 change in their promoter. The number of genes proximal to each methylation change are shown in each circle. Genes proximal to multiple changes, regardless of the direction of those changes, are shown in overlapping regions.

**Fig 4:**
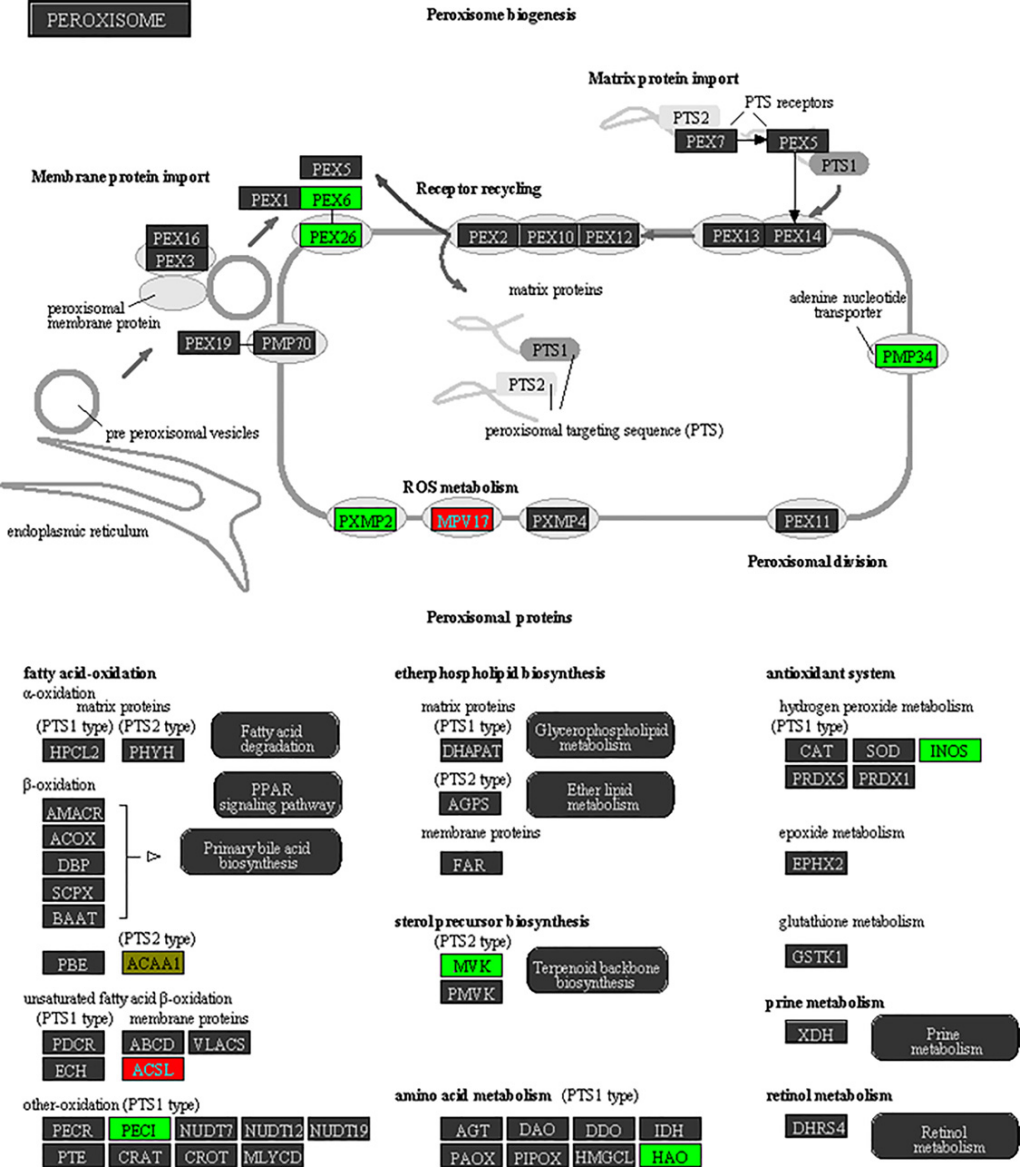
Schematic of peroxisome Biogenesis pathway from Partek pathway. Proteins are arranged into functional groups. Proteins whose genes bear DMRs or RDHMs in their promoter are colored: genes with a change predicted to increase gene expression are shown in red, those predicted to decrease are shown in green, conflicting marks are shown in yellow. Score determined in Partek was 5.4 (right-tailed Fisher’s exact test).

**Table 4:** Pathways significantly enriched with DMR- or RDHM-proximal genes.

Pathway name	Number genes in list	Enrichment Score
**Partek Pathway**		
Peroxisome	14	5.4
Hematopoietic cell lineage	13	4.6
Notch signalling pathway	8	3.7
ABC transporters	8	3.6
Jak-STAT signaling pathway	15	2.8
**IPA**		
Connective Tissue Disorders, Protein Synthesis, Cardiovascular System Development and Function	64	64
Cardiac Hypertrophy, Cardiovascular Disease, Developmental Disorder	60	56
Humoral Immune Response, Protein Synthesis, Hematological System Development and Function	56	49
Cellular Development, Cellular Growth and Proliferation, Hematological System Development and Function	51	41
Skeletal and Muscular Disorders, Developmental Disorder, Hereditary Disorder	43	30
Hematological System Development and Function, Tissue Morphology, Cell-To-Cell Signaling and Interaction	40	26
Endocrine System Development and Function, Molecular Transport, Protein Synthesis	38	24
Cell Death and Survival, Antimicrobial Response, Inflammatory Response	37	23
Cell-To-Cell Signaling and Interaction, Hematological System Development and Function, Immune Cell Trafficking	36	21
Embryonic Development, Organismal Development, Cell-To-Cell Signaling and Interaction	35	20
Cell-To-Cell Signaling and Interaction, Reproductive System Development and Function, Tissue Development	35	20
Cell Death and Survival, Lipid Metabolism, Small Molecule Biochemistry	35	20
Cell Cycle, DNA Replication, Recombination, and Repair, Cellular Development	34	19
Embryonic Development, Organismal Development, Cell Morphology	34	19
Cell Death and Survival, Cancer, Cellular Development	34	19
Cell-To-Cell Signaling and Interaction, Nervous System Development and Function, Behavior	33	18
Lipid Metabolism, Small Molecule Biochemistry, Molecular Transport	33	18
Cell Morphology, Cell Death and Survival, Nervous System Development and Function	31	16
Cell-To-Cell Signaling and Interaction, Nervous System Development and Function, Cellular Development	31	16
Lipid Metabolism, Small Molecule Biochemistry, Vitamin and Mineral Metabolism	30	15
Tissue Morphology, Embryonic Development, Organismal Development	30	15
Nervous System Development and Function, Cellular Development, Tissue Morphology	29	14
Cell Morphology, Cellular Compromise, Cellular Development	23	10

Affected pathways and genes in combined methylation gene list using both Partek and IPA analysis software.

### Gene-specific confirmations

We selected a subset of 10 gene expression changes to confirm using the same samples from the microarray by droplet digital PCR (ddPCR). Eight of these genes were selected from the top IPA network (Free Radical Scavenging, Gene Expression, Dermatological Diseases and Conditions) and two additional genes from the affected gene list. Up-regulation of 4 genes from the top IPA network were confirmed by ddPCR: *Casp3*, *Krt8*, *Tcf7l2*, and *Vipr2* (Fig 5). Each of the confirmed fold changes was greater than that indicated by the microarray (Table 1). In addition, up-regulation of *Synpo2* and downregulation of *L3mbtl4* were also confirmed (Fig 5). 

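On the arrays, 4 genes also measured by ddPCR were over 1.2-fold higher after ethanol. Tcf7l2, a transcription factor of the Wnt pathway, went from 7.92 ± 0.06 to 8.51 ± 0.35 (log2, SD, n = 3 pools), which is 1.51-fold. Synpo2, synaptopodin 2, was 0.72 ± 0.22 (SE) higher on the log2 scale (1.65-fold), and Vipr2, a receptor for the neuropeptides VIP and PACAP, 0.42 ± 0.13 higher (1.34-fold). Krt8, a keratin of simple epithelia, was 0.41 ± 0.09 higher (1.33-fold). Stac, an adaptor protein of calcium channels, was 0.22 ± 0.06 higher (1.16-fold) at the level of receptor genes. In all 5 genes the ethanol and saline pools did not overlap, and none passed after adjustment over all probe sets in limma (adjusted p = 0.931 for each). In Tcf7l2, Synpo2 and Vipr2, ethanol pool 1 had the highest value, at 8.91, 6.71 and 6.03, as it had for 14 of 16 thalamus markers. Krt8 was also highest in that pool, at 7.207 against 7.115 and 7.005 in ethanol pools 2 and 3. Without that pool Krt8 was 1.281-fold higher. With the mean of the thalamus markers as a covariate, chosen after the data were seen, Tcf7l2 had a log2 change of 0.22 ± 0.06 in place of 0.59. This is below 1.2-fold and past the unadjusted threshold, while Synpo2 (0.14 ± 0.09) and Vipr2 (0.12 ± 0.09) did not pass. The covariate was higher in every ethanol pool than in every saline pool. It therefore takes up part of any difference between the groups, and these smaller changes cannot tell an effect of ethanol from another cause. Without ethanol pool 1, Tcf7l2 and Synpo2 were 1.32-fold higher and Vipr2 1.19-fold, which is below 1.2-fold, and all 3 passed the unadjusted threshold. Synpo2 and Vipr2 missed it in the methods' t-test, and Stac was at 0.14 without saline pool 1. The ddPCR measurements were not analysed here.

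**Figure D3:**
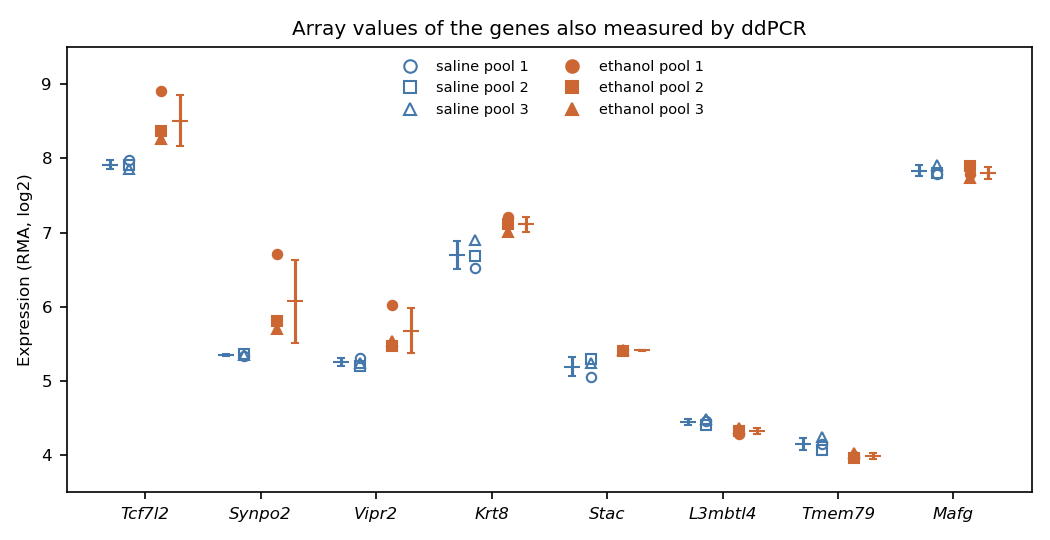
Array expression (RMA, log2) of 8 genes in each pool of 3 mice, with the mean ± SD of each group beside the points. Ethanol pool 1 lies at 8.91 for Tcf7l2 and 6.71 for Synpo2, while L3mbtl4 and Tmem79 have means of 4.39 and 4.07 over the 6 arrays.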

Four other gene expression changes were not confirmed; *Mafg*, *Tmem79*, and *Stac* were not significant, while *Defb4* transcript was not detected. The concentrations for each gene cDNA and the reference gene cDNA as calculated by the ddPCR system are also presented (S9 Table).

**Fig 5:**
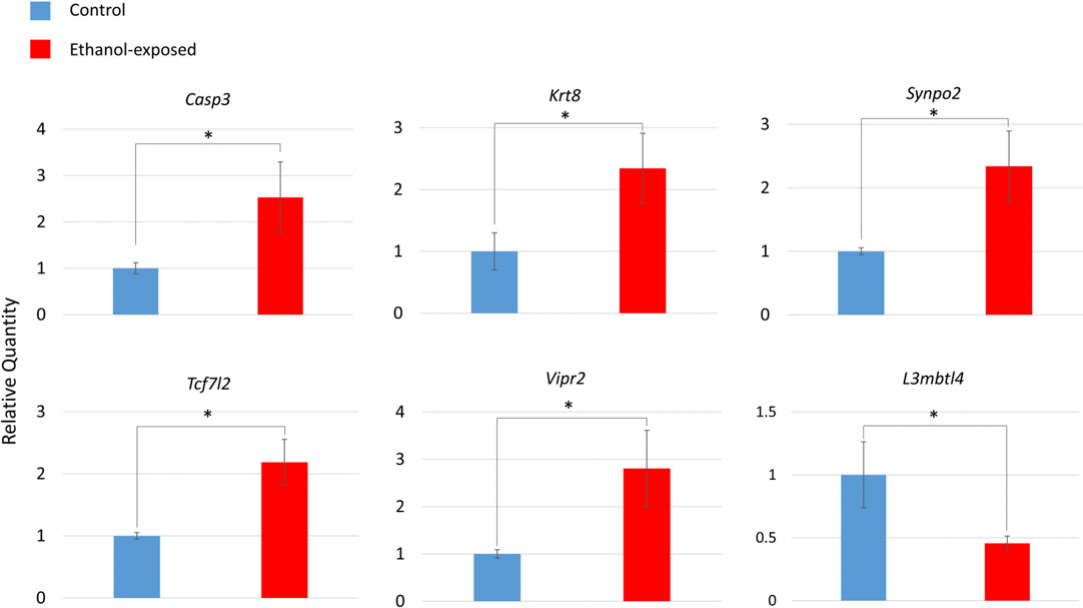
Droplet digital PCR (ddPCR) confirmation of differential gene expression. Data are normalized to a gene of interest relative quantity of 1.00 for the control group. n = 14, 7 ethanol-exposed and 7 control mice. Data are mean ± standard error. *p<0.05 (Student’s t-test).

Five RDHMs were present in the 13 protocadherin genes implicated in the histone methylation data. We attempted to confirm the RDHM that overlapped with all 13 protocadherin genes, responsible for implicating sevens genes. This particular region was decreased in both H3K4me3 and H3K27me3 in ethanol-exposed mice. We designed primers to target the region with ChIP-qPCR, but the efficiency as measured by the standard curve was outside acceptable parameters.

To confirm changes in DNA methylation at the nucleotide level, pyrosequencing of six specific MeDIP-chip DMRs was performed using the same samples from the microarray. We investigated CpGs in, and just outside the DMRs for three genes from the peroxisome pathway (*Pxmp2*, *Acaa1a*, and *Pex6*) and two genes from the top gene expression pathway (Free Radical Scavenging, Gene Expression, Dermatological Diseases and Conditions; *Tcf7l2* and *Mafg*). There was a significant (*p*<0.05, Student’s t-test) 3.2% decrease in the methylation of one CpG 30 nucleotides downstream of the implicated *Acaa1a* DMR in ethanol-exposed mice (position chr9:119342378). This CpG lies 959 bp downstream of the TSS of *Acaa1* (Fig 6). We also found a nominally significant (*p* = 0.057) 2.1% decrease in methylation at one cytosine (chr17:46706661) in the *Pex6* DMR. The mixing controls for these two SNPs showed the assay was highly predictive of methylation percentage (S10 Table).

**Fig 6:**
Location of differentially methylated CpG position in of *Acaa1* gene. Bars denote *Acaa1* exons, lines denote introns, grey bars denote untranslated regions, and black bars denote coding sequence. Yellow bar shows location of DMR from microarray. Red line shows location of 3.2% decrease in methylation at cytosine in CpG site in ethanol-exposed mice (Student’s t-test). Not pictured an additional DMR 3.7 kb upstream, 1.2 kb in size.

## Discussion

We found hundreds of DNA methylation changes in gene promoters using MEDIP-chip. Interestingly, the changes were predominantly increases in methylation. This finding became more pronounced as the *p*-value cut-off of the DMR was increased (83% increased, *p*<0.001; Fig 1), and also remained true regardless of the region: gene promoters, CpG islands, and miRNA promoters. Many FASD methylation studies find global hypomethylation after ethanol exposure, consistent with ethanol-impaired cellular methylation processes. Our findings corroborate one of the few studies of similar design, which found hypermethylation in the hippocampus following neonatal ethanol exposure in a rat model of FASD [17]. The effect of ethanol on the methylome is not simple, with timing, dosage, and tissue/cell type offering dramatically different results. However, the findings may be reproducible with similar experimental designs. This hypermethylation may be explained be ethanol-induced changes in oxidative stress pathways, which also impact methyl donner metabolism [33]. It may be that this particular ethanol-exposure regime results in specific cellular conditions leading to DNA hypermethylation.

We also found hundreds of H3K4me3 and H3K27me3 changes in gene promoters using ChIP-chip. The majority of H3K4me3 changes (71% at *p*<0.001) were increases in methylation in ethanol-exposed mice (Fig 1). In contrast, the majority of H3K27me3 changes (92% at *p*<0.001) were decreases in methylation in ethanol-exposed mice (Fig 1). We performed GO analysis on each of the H3K4me3 and H3K27me3 gene lists individually. We found a great deal of cell-to-cell connectivity and synaptic functions. This was due in part to 13 protocadherin genes in both gene lists. Protocadherin (*Pcdh*) genes are believed to be responsible for establishing specific connections between neurons in vertebrate brain development by generating single-neuron diversity [34,35]. Since we were not able to confirm differentially methylation of *Pcdh* genes, were sought to confirm other genes relevant at the synapse. We confirmed upregulation of *Synpo2* (synaptopodin 2) in ethanol-exposed mice (Fig 5). Synaptopodins are a class of proteins that are highly expressed in telencephalic dendrites. The precise function of synaptopodins is unknown; they found at dendritic spines and post-synaptic densities [36,37]. *Synpo2* dysregulation may underlie some of their characteristic learning and memory impairment in P4,7 ethanol-exposed mice [38].

Ingenuity pathway analysis (IPA) identified the top affected gene expression network as “Free Radical Scavenging, Gene Expression, Dermatological Diseases and Conditions” (Fig 2). This gene network is responsible for coordinating the transcriptional free radical scavenging response. NFE2L2 homodimers and NFE2L2/MAFG heterodimers control the expression of genes with antioxidant response elements (ARE) in their promoters [39]. Such genes are involved in response to inflammation resulting from elevated free radical levels. Other proteins in this network have roles in oxidative stress such as GPX, KEAP1, and apolipoproteins. This network also includes many apoptosis-related proteins including BNIP3L, AATF, and HSD2D as well as genes important in the brain such as MAOA, CLCN3. 

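Of the genes named singly for this network, Nfe2l2, Mafg, Keap1, Bnip3l, Aatf, Maoa and Clcn3 did not pass the unadjusted threshold on the arrays. Nfe2l2, the transcription factor of the antioxidant response, had a log2 change of -0.02 ± 0.07 (SE) and its inhibitor Keap1 of 0.02 ± 0.05. Gpx4, 1 of the glutathione peroxidases, which repairs lipid peroxides, did not pass either and differed by -0.03 ± 0.07. Among the genes of cell death, Bnip3l, a mitophagy receptor, had a change of 0.06 ± 0.04 and its 3 ethanol pools lay above the saline pools, and Aatf, an inhibitor of apoptosis, had a change of -0.01 ± 0.04. Maoa, which degrades monoamine transmitters, had a change of 0.05 ± 0.04, and Clcn3, a chloride transporter of synaptic vesicles, of -0.08 ± 0.06. These genes and Gpx4 were expressed above the level of receptor genes, with means from 7.28 for Aatf to 12.4 for Bnip3l. Of the apolipoproteins, Apol7a was 0.11 ± 0.04 higher past the unadjusted threshold at the level of receptor genes, but not without saline pool 1. It is in Table 1, so it was chosen on the same arrays and is not independent evidence, and the abundant Apoe, named after its value was seen, had a change of 0.03 ± 0.05. None passed after adjustment over all probe sets in limma (adjusted p of 0.931 or more).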

Dysregulation of this pathway could impact these critical processes, all of which are relevant to FASD etiology.

Microarray analysis identified thirteen genes which were differentially regulated in this top IPA network. Four of these changes were confirmed by ddPCR: *Casp3*, *Krt8*, *Tcf7l2* and *Vipr2* (Fig 5); *Casp3* (Caspase-3) is a hub of this network. Caspase-3 has a key role in the execution phase of cellular apoptosis. Caspase-3 is inducible by oxidative stress [40], and its activation by ethanol is part of the apoptotic cascade that happens in the fetal brain during development [41]. TCF7L2 regulates insulin secretion, acting as a transcription factor in the Wnt pathway. 

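Genes of the Wnt pathway did not differ from other genes as a list. Of 47 measured, 3 were higher past the unadjusted threshold and 0 were lower. These were Tcf7l2, its relative Lef1 (0.27 ± 0.10, SE, log2), and the Wnt target Myc (0.19 ± 0.05), a transcription factor of growth. Lef1 is also on the thalamus list, whose genes were higher in ethanol pool 1, and Lef1 had its highest value, 6.33, in that pool. The list's median log2 change was -0.01 and its mean 0.02, with a camera adjusted p = 0.969. Adjusted over the list alone, 0 genes passed, and Lef1 did not pass in the methods' t-test or without ethanol pool 1, where it was at 0.16.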

Wnt signalling is key in brain development and synaptogenesis as well as adult functions such as synaptic modeling and neuronal maintenance [42]. VIPR2 is a G-protein coupled receptor for a small neuropeptide, pituitary adenylate cyclase activating polypeptide (PACAP). PACAP acts as a hypothalamic hormone, a neurotransmitter and a neurotrophic factor [43]. *Vipr2* showed methylation differences in a recent ADHD study in children [44]. We also confirmed the downregulation of *L3mbtl4* which is a putative polycomb group (PcG) protein. These proteins maintain repressive chromatin states by modification of histone modifications.

The top network from the Partek combined methylation analysis was “Peroxisome biogenesis” (Fig 4). Peroxisomes are membrane bound organelles found in all eukaryotic cells. Their main functions are the β-oxidation of very-long-chain fatty acids (VLCFAs) and synthesis of ether lipids such as plasmalogens [45]. The β-oxidation genes *Acaa1a* (Acetyl-CoA Acyltransferase 1A) and *Peci* were differentially methylated. Importantly, peroxisomes are key to the redox balance of the cell; both generating and scavenging free radicals [45]. The ROS-generating Nitric Oxide Synthase, *Nos2*, gene was differentially methylated in this study. NOS2 is also involved in neurotransmission [46]. Peroxisome production in response to oxidative stress is regulated by the *Pex* genes, which assemble peroxisome structure and guide matrix proteins inside the organelle. We found the *Pex26* and *Pex6* genes to be differently methylated. PEX26 is a peroxisome biogenesis factor that anchors PEX1 and PEX6 to the peroxisomal membrane, and is likely required for protein import [47].

We investigated several CpGs using pyrosequencing in the DMRs identified in the Peroxisome pathway. We confirmed a 3.2% decrease in the methylation of one CpG in the *Acaa1* regulatory region. As stated above, this gene is critical for the peroxisomal β-oxidation. We did not identify any other significant changes, though one nominally significant (*p* = 0.057) decrease in methylation occurred at one cytosine in the *Pex6* DMR. One possible reason for not identifying more methylation changes by pyrosequencing was the use of anti-methylcytosine antibody for the MeDIP-chip. This would allow any differences in cytosine methylation, not just CpG cytosines, to be identified by MeDIP analysis. Non-CpG methylation is highly abundant in the brain, representing 25% of all cytosine methylation in hippocampal dentate granule neurons [48].

Oxidative stress is a well characterized component of FASD etiology. Ethanol acts directly on mitochondria to produce superoxide, hydroxide, and nitric oxide radicals [49]. Metabolism of ethanol by cytochrome P450 2E1 produces oxidized products and ultimately hydroxide radial generation [50]. Catalase also produces acetaldehyde from alcohol in the brain, further increasing the formation of ROS [51]. Oxidative damage can lead to blood-brain barrier impairment, inflammation, and increased apoptosis [52]. Interestingly, these are also key features of FASD etiology. Indeed, oxidative damage is observed in many rodent models of FASD, including lipid peroxidation, protein oxidation, and DNA damage [12]. Lipid peroxidation is not often present in young animals, but accumulates over time into adulthood [4]. In a *Drosophila* model of developmental ethanol exposure, changes in expression of antioxidant genes contributed to oxidative stress in adult flies [53]. Further, this increased oxidative stress was a primary cause of developmental delay associated with ethanol exposure [53]. Taken with our results, there is mounting evidence that ethanol causes lasting and functionally relevant oxidative damage to the brain dependent on gene expression changes.

There are three main possibilities for the origin of these expression and epigenetic changes (Fig 7). First, these changes were established as a direct response ethanol during exposure and are maintained to adulthood. Second, these changes were indirectly caused by ethanol as a compensation or amelioration response to ethanol-induced oxidative stress. Third, these changes presented later in life in response to long-term accumulation of oxidative damage. We believe that the second explanation is most likely, or perhaps a combination of the three. As previously discussed, ethanol is known to induce ROS as one of its primary effects on the brain. The genes involved in the response to this stress include those differentially methylated/expressed in this study. Cells may have altered the epigenetic regulation of these genes to cope with oxidative stress and its effects. Future experiments should be designed to distinguish between these possible explanations, such as investigating several time points after ethanol exposure.

**Fig 7:**
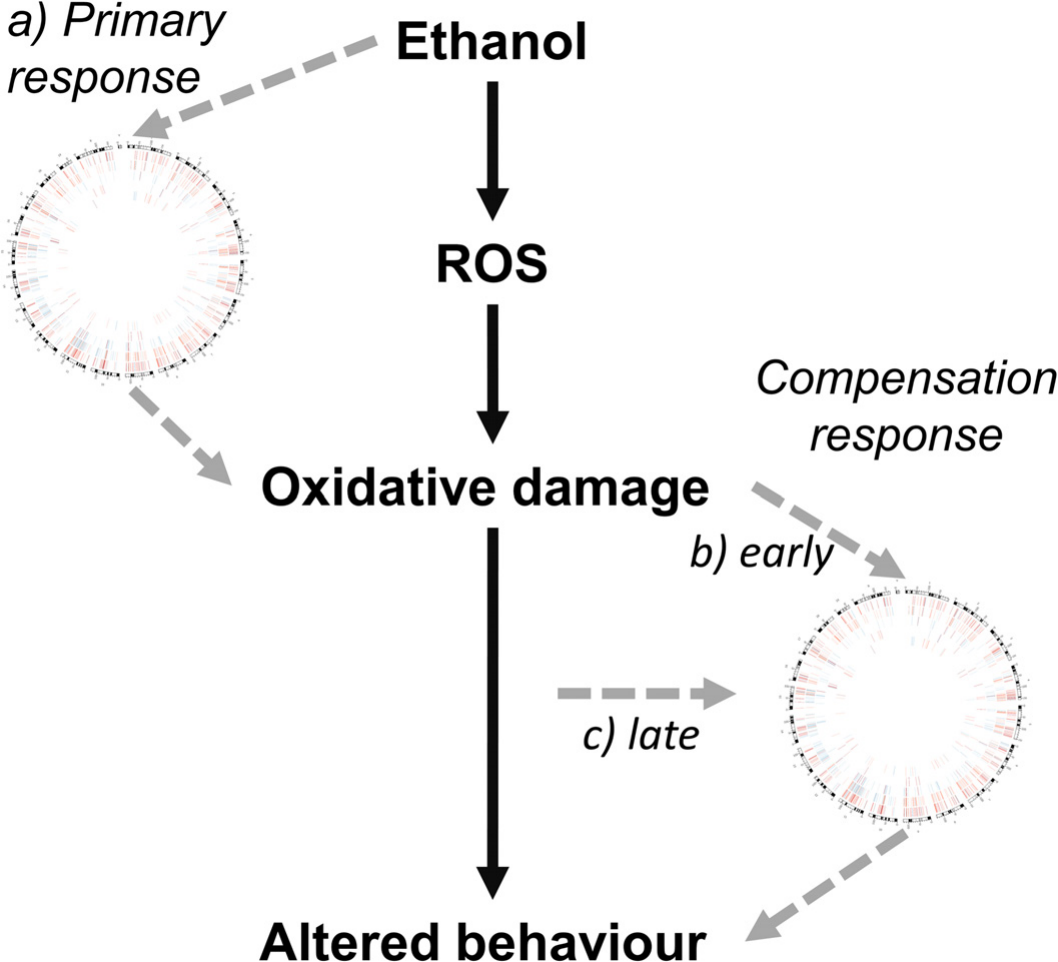
Potential origins of observed epigenetic and gene expression hippocampal profile in response to neonatal ethanol exposure. It is well established that in the brain ethanol leads to increased ROS, leading to oxidative damage, which contributes to altered behaviour. The epigenetic and gene expression changes identified here (represented by the Circos plot from Fig 1) may have arisen from: a) the direct action of ethanol during the exposure period, which may then act to perpetuate ethanol-induced oxidative damage; b) an early response to ethanol-induced oxidative cellular damage, acting to ameliorate or compensate for this damage; c) an later response to accumulating oxidative damage over the early life of the mouse, prior to 70 days of age.

The data presented here show that fetal alcohol exposure has a lasting impact on the hippocampal transcriptome and epigenome. While few individual genes were identified across the expression, DNA methylation, and histone methylation analyses, highly similar biological processes were affected. We report a novel interface of free-radical scavenging and epigenetic mechanisms, two key processes in FASD etiology. 

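Genes that produce reactive oxygen and nitrogen species did not differ as a group between the ethanol and saline pools. Of 19 measured, 0 passed the unadjusted threshold in limma and 1 was higher past it in the methods' t-test. The abundant monoamine oxidase Maob and the neuronal nitric oxide synthase Nos1 had log2 changes of -0.03 ± 0.07 (SE) and -0.03 ± 0.08. Nos2, the inducible synthase, lay at the level of receptor genes with a change of 0.05 ± 0.05. Of 55 genes of oxidative phosphorylation, the main source of superoxide in mitochondria, 1 was lower past the unadjusted threshold, the complex I subunit Ndufb3 (-0.19 ± 0.06). Their median was 0.02 (camera, adjusted p = 0.193), that of the 19 species-producing genes -0.03 with a mean of 0.00 (adjusted p = 0.92), and 0 genes of either list passed adjusted over the list alone. From the differential regulation of free radical scavenging pathways, the paper proposes an altered scavenging response that lasts into adulthood.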

The implication of differentially regulated free-radical scavenging pathways suggests an altered free-radical scavenging response lasting into adulthood. Ultimately, a better understanding of the dynamics of these relationships could lead to novel biomarkers or therapeutic targets, neither of which have been developed for FASD. More broadly, the data provide a better understanding of the complex responses of the epigenome to the environment.

## Materials and Methods

### Mouse care

Protocols were approved by the Animal Use Subcommittee (AUS) at the University of Western Ontario, London, Ontario, Canada. C57BL/6J (B6) mice were originally obtained from Jackson Laboratories (Bar Harbor, MA) and a population was subsequently maintained at the Animal Care Facility at the University of Western Ontario. Female mice age 12–18 weeks were separated into individual standard shoebox housing and mated with males of approximately the same age. The day of birth was termed post-natal day (PD) zero.

Sex and weight-matched littermate pups were divided into two groups: ethanol-treated and saline control. Pups were given two subcutaneous dorsal injections at 9 am and 11 am on both PD4 and PD7. Ethanol-treated mice were injected with 2.5 g/kg of ethanol in 0.15 M NaCl [54]. This protocol produces blood alcohol concentrations above the toxic threshold of 200 mg/dl for over eight hours [23]. Control mice were injected with 0.15 M saline. Pups were weaned on PD21 and housed in cages of two to four same-sex littermates. Male mice were used for all subsequent analyses (n = 18). Mice were sacrificed on PD 70 via carbon dioxide asphyxiation. This time point was chosen because it is the onset of adulthood, and indicates that changes have been maintained through adolescent development. The hippocampus was dissected out [55], snap-frozen in liquid nitrogen, and stored at -80°C.

### DNA/RNA isolation

DNA and RNA were isolated with AllPrep DNA/RNA Mini Kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s protocol. This kit allows DNA and RNA to be isolated from the same hippocampal sample. DNA and RNA were stored at -20°C and -80°C respectively.

### Gene and miRNA expression microarray

Nine ethanol-exposed and nine control hippocampus samples were used for expression analysis. RNA quality was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Palo Alto, CA) and the RNA 6000 Nano kit (Caliper Life Sciences, Mountain View, CA). RNA from three non-littermate males was then pooled for microarray analysis on three separate arrays per treatment group.

All sample labeling and GeneChip processing was performed at the London Regional Genomics Centre (Robarts Research Institute, London, Ontario, Canada; http://www.lrgc.ca). RNA quality was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Palo Alto, CA) and the RNA 6000 Nano kit (Caliper Life Sciences, Mountain View, CA). Single stranded complimentary DNA (sscDNA) was prepared from 200 ng of total RNA as per the Ambion WT Expression Kit for Affymetrix GeneChip Whole Transcript WT Expression Arrays (http://www.ambion.com/techlib/prot/fm_4411973.pdf, Applied Biosystems, Carlsbad, CA) and the Affymetrix GeneChip WT Terminal Labeling kit and Hybridization User Manual (http://media.affymetrix.com/support/downloads/manuals/wt_term_label_ambion_user_manual.pdf, Affymetrix, Santa Clara, CA).

Total RNA was first converted to cDNA, followed by *in vitro* transcription to make cRNA. 5.5 μg of single stranded cDNA was synthesized, end labeled and hybridized, for 16 hours at 45°C, to Mouse Gene 1.0 ST arrays. One microgram of total RNA was labeled using the Flash Tag Biotin HSR kit from Genisphere (http://www.genisphere.com/array_detection_flashtag_biotin.html). Samples were then hybridized to Affymetrix miRNA 2.0 arrays for 16 hours at 48°C. All washing steps were performed by a GeneChip Fluidics Station 450 and GeneChips were scanned with the GeneChip Scanner 3000 7G (Affymetrix, Santa Clara, CA) using Command Console v1.1.

Probe level (.CEL file) data was generated using Affymetrix Command Console v1.1. Probes were summarized at the miRNA and gene level using RMA [56]. Partek was used to determine ANOVA *p*-values and fold changes for genes and miRNAs. Species annotations were added and used to filter miRNAs. Partek Pathway was used to determine and visualize significantly enriched pathways (using a Fisher’s exact test). CEL files and log2 normalized files were uploaded to GEO.

### Droplet-Digital PCR

Purified RNA was converted to cDNA using the High-Capacity cDNA Reverse Transcription Kit (Thermo-Fisher). cDNA was diluted 10-fold and stored at -20°C until use. Individual genes were investigated with TaqMan® assays (Applied Biosystems), assays IDs: *Vipr2*: Mm01238618_g1; *Synpo2*: Mm03809162_m1; *Tcf7l2*: Mm00501505_m1; *Casp3*: Mm01195085_m1, *Krt8*: Mm04209403_g1; *L3mbtl4*: Mm00623914_m1, *Stac*; Mm00450338_m1, *Mafg*: Mm00521961_g1, *Tmem79*: Mm00470361_m1, *Defb4*: Mm00731768_m1. For all assays, Tata Binding Protein (TBP) was used as a reference gene: Mm01277042_m1.

For each assay, the gene of interest and TBP reference gene were run in multiplex using FAM and VIC labeling respectively. Reactions were prepared using ddPCR™ Supermix for Probes (BioRad), DNA, and probes according to the manufactures protocol. Droplets were generated from the reactions using Droplet Generation Oil for Probes (BioRad) on the QX100 Droplet Generator (BioRad) according to the manufacture’s protocol. Droplets were cycled on the C1000 Touch Thermal Cycler (BioRad) for 40 cycles, 60°C annealing temperature, 2°C/sec ramp speed. Droplets were read using the QX100 Droplet Reader (BioRad). Data were analyzed in QuantaSoft software (BioRad). All samples had between 17000–20000 droplets indicating high-quality. The concertation of each RNA species and ratio of gene of interest/reference gene concentration was calculated using QuantaSoft for each sample. Each DNA sample was run in three technical replicates, the average ratio across technical replicates for each sample was calculated manually. Each DNA sample’s average ratio was used to compare ethanol-exposed (n = 7) to control (n = 7) samples using a Student’s t-test. Averages were normalized to 1.00 relative expression level for control group.

### MeDIP-chip

#### Genomic DNA Fragmentation

Genomic DNA (gDNA) was quantified and quality assessed by NanoDrop ND-1000. Genomic DNA of each sample was sonicated to ~200–1000 bp with a Bioruptor sonicator (Diagenode) on “Low” mode for 10 cycles of 30 seconds “ON” & 30 seconds “OFF”. The gDNA and each sheared DNA were agarose analyzed.

#### Methyl-cytosine Immunoprecipitation

1 μg of sonicated genomic DNA was used for immunoprecipitation using a mouse monoclonal anti-5-methylcytosine antibody (Diagenode). For this, DNA was heat-denatured at 94°C for 10 min, rapidly cooled on ice, and immunoprecipitated with 1 μL primary antibody overnight at 4°C with rocking agitation in 400 μL immunoprecipitation buffer (0.5% BSA in PBS). To recover the immunoprecipitated DNA fragments, 200 μL of anti-mouse IgG magnetic beads were added and incubated for an additional 2 hours at 4°C with agitation. After immunoprecipitation, a total of five immunoprecipitation washes were performed with ice-cold immunoprecipitation buffer. Washed beads were resuspended in TE buffer with 0.25% SDS and 0.25mg/mL proteinase K for 2 hours at 65°C and then allowed to cool down to room temperature. MeDIP DNA were purified using Qiagen MinElute columns (Qiagen).

#### Whole Genome Amplification (WGA)

The MeDIP-enriched DNA was amplified using a WGA kit from Sigma-Aldrich (GenomePlex® Complete Whole Genome Amplification (WGA2) kit) following manufacturer’s protocol. The amplified DNA samples were then purified with QIAquick PCR purification kit (Qiagen) following manufacture’s protocol.

#### Real-time PCR assessment of fold-enrichment

The purpose of the qPCR experiment is to verify the MeDIP DNA has been enriched for methylated fragments and depleted for unmethylated fragments [57]. The primers for specifically methylated region (the positive control, *Tsh2b* promoter) and unmethylated region (the negative control, *Gapdh* promoter) are used to assess the enrichment level of these two regions in both Input (sonicated DNA) and MeDIP enriched DNA [57]. All six samples showed expected enrichment (S11 Table). An enrichment value for two samples could not be calculated due to complete lack of amplification in the IgG negative control. All samples can be considered quantitatively above the background signal (noise) for each. The PCR primer sequences were: *Tsh2b* 101bp F:5’CTCTCCTTGCGGCATCTCT3’ R:5’GCGGTAAAGGGTGCTACTATT3’. *Gapdh* 161bp F:5’GCCCTTGAGCTAGGACTGGATAA3’ R:5’CCTGGCACTGCACAAGAAGATG3’.

#### DNA Labelling and Array Hybridization

The purified DNA was quantified using a NanoDrop ND-1000. For DNA labelling, the NimbleGen Dual-Color DNA Labeling Kit was used according to the manufacturer’s guideline detailed in the NimbleGen MeDIP-chip protocol (NimbleGen Systems, Inc., Madison, WI, USA). 1 μg DNA of each sample was incubated for 10 min at 98°C with 1 OD of Cy5-9mer primer (IP sample) or Cy3-9mer primer (Input sample). Then, 100 pmol of deoxynucleoside triphosphates and 100U of the Klenow fragment (New England Biolabs, USA) were added and the mix incubated at 37°C for 2 hours. The reaction was stopped by adding 0.1 volume of 0.5 M EDTA, and the labeled DNA was purified by isopropanol / ethanol precipitation. Microarrays were hybridized at 42°C during 16 to 20h with Cy3/5 labelled DNA in NimbleGen hybridization buffer/ hybridization component A in a hybridization chamber (Hybridization System—NimbleGen Systems, Inc., Madison, WI, USA). Following hybridization, washing was performed using the NimbleGen Wash Buffer kit (NimbleGen Systems, Inc., Madison, WI, USA). For array hybridization, Roche NimbleGen's MM9 Meth 2.1M CpG plus Promoter array was used.

#### Data Extraction and Normalization

Raw data was extracted as pair files by NimbleScan software. We ArrayStar performed Median-centering, quantile normalization, and linear smoothing by Bioconductor packages Ringo, limma, and MEDME. After normalization, a normalized log2-ratio data (*_ratio.gff file) was created for each sample. From the normalized log2-ratio data, a sliding-window peak-finding algorithm provided by NimbleScan v2.5 (Roche-NimbleGen) was applied to find the enriched peaks with specified parameters (sliding window width: 750bp; mini probes per peak: 2; *p*-value minimum cut-off: 2; maximum spacing between nearby probes within peak: 500bp). Raw and normalized data files were uploaded to GEO.

#### MEDME analysis

To accurately quantify CpG methylation levels, we used MEDME (modeling experimental data with MeDIP enrichment) to improve the evaluation and interpretation of MeDIP derived DNA methylation estimates. MEDME relies on generating a fully methylated gDNA sample for comparison. To generate the fully methylated profiles, DNA from each sample was pooled and treated with CpG methyltransferase (M.SssI, NEB) to add methyl-groups to all cytosine residues within CpG di-nucleotides, in order to obtain fully methylated genomic DNA. Raw data for fully methylated sample and test samples were Median-centered and quantile normalized using Bioconductor packages Ringo and limma. Then MEDME was performed to calculate probe AMS and RMS. S1 Fig shows a logistic model to describe the association between MeDIP of log2R and the log2 observed methylation level using fully methylated genomic DNA experiment data. In the fully methylated DNA MeDIP experimental dataset, the weighted count of methylated CpG di-nucleotides in the 1 kb window centered at each probe is calculable by genomic CpG in the window, as every CpG is expected to be methylated (S1 Fig).

The MEDME utilizes the absolute methylation score (AMS) as the indicative of DNA methylation, which is decided by the weighted count of methylated CpG di-nucleotides in a 1 kb window centered at each probe. The AMS is verified to be a more accurate and sensitive indicative of DNA methylation than log-Ratio.

The MEDME method also provides a relative methylation score (RMS) that normalizes AMS with respect to the total number of CpGs represented by CpGw. Differentially methylated probes between ethanol-exposed and control groups were identified using AMS by t-test. And probes with *p*-value<0.05 and ABS (AMS_dif)>8 were selected and used to find AMS DMRs. The RMS is more useful when comparing regions with different CpG densities. Since we are only comparing the same region across samples, we use only AMS in our further characterization and analysis. MEDME array data was uploaded to GEO.

After probe AMS and RMS were obtained from analyzing the MeDIP-chip data by MEDME, a further analysis of identification of DMRs (differentially methylated region) was performed to identify significantly differentially methylated regions. We calculated two types of DMRs using AMS and RMS. Then DMRs are mapped to genomic features: transcripts, CpG islands and miRNAs.

### Sodium bisulfite pyrosequencing

The same DNA samples used for MeDIP-chip were used for sodium bisulfite pyrosequencing. EpigenDx performed pyro-sequencing on the PSQ96 HS System (Qiagen) following the manufacturer’s instructions, using custom assays and a gradient of controls with known methylation levels. This allowed for the quantification of the absolute percent methylation [58] of each CpG at specific loci using QCpG software (Qiagen). The absolute percent methylation at each assayed cytosine was averaged among ethanol-exposed (n = 3) and control (n = 3) samples and compared using a Student’s t-test. The custom primers assayed CpGs at the following positions (mm10): *Acaa1*: chr9:119342321, chr9:119342332, chr9:119342352, chr9:119342366, chr9:119342378, chr9:119342386; *Pxmp1*: 110285970, chr5110285964, chr5110285959, chr5110285948, chr5110285944, chr5110285940, chr5110285908, chr5110285878; *Pex6*: chr17:46706646, chr17:46706654, chr17:46706661, chr17:46706672, chr17:46706678, chr17:46706691, chr17:46706698, chr17:46706715; *Mafg*: chr11:120625270, chr11:120625264, chr11:120625261, chr11:120625225, chr11:120625205, chr11:120625131; *Tcf7l2*: chr19:55745017, chr19:55745023.

### ChIP-chip

#### Chromatin Immunoprecipitation

Hippocampal tissue samples were thawed on ice then treated with 1% formaldehyde for five minutes and sonicated with the truChIPTM Tissue Prep Kit for SDS Chromatin Shearing (Covaris) and the Covaris® S2 Sonicator (Woburn, MA, USA) according to the manufacturer’s protocol. The EpiQuik™ Tissue Chromatin Immunoprecipitation Kit (Epigentek) was used to perform ChIP. After sonication, samples were divided and immunoprecipitated with ChIP-grade polyclonal antibodies anti-H3K4me3 (Epigentek cat # A-4033) and anti-H3K27me3 (Millipore cat #07–499). Two microarray experiments were performed, one for each methylation state using the same chromatin sample from the same mice for each. Immunoprecipitated samples were sent to ArrayStar Inc. (Rockville, MD, USA). ArrayStar performed whole-genome amplification, target preparation DNA labelling and array hybridization.

#### Whole Genome Amplification (WGA)

The enriched DNA was amplified using a WGA kit from Sigma-Aldrich (GenomePlex® Complete Whole Genome Amplification (WGA2) kit). The amplified DNA samples were then purified with QIAquick PCR purification kit (Qiagen).

#### DNA Labelling

The NimbleGen Dual-Color DNA Labeling Kit was used according to the manufacturer’s NimbleGen ChIP-on-chip protocol (Nimblegen Systems, Inc., Madison, WI, USA). One μg of DNA from each sample was incubated for 10 min at 98°C with 1 OD of Cy5-9mer primer (IP sample) or Cy3-9mer primer (input sample). Then, 100 pmol of deoxynucleoside triphosphates and 100U of the Klenow fragment (New England Biolabs, USA) were added and incubated at 37°C for 2 hours. The reaction was stopped by adding 0.1 volume of 0.5 M EDTA. The labelled DNA was purified by isopropanol/ethanol precipitation.

#### ChIP microarray Hybridization

Microarrays were hybridized at 42°C for four hours with 4μg of Cy3/5 labelled DNA in Nimblegen hybridization buffer/ hybridization component A in a hybridization chamber (Nimblegen Systems, Inc., Madison, WI, USA). Washing was performed after hybridization using the Nimblegen Wash Buffer kit (Nimblegen Systems, Inc., Madison, WI, USA). For array hybridization, Roche NimbleGen's Mouse ChIP-chip 2.1M Deluxe Promoter Array was used. Samples were pooled in triplicate and hybridized to three arrays for each treatment; i.e. 9 ethanol-treated mice on three arrays were compared to 9 litter-matched controls on three arrays. Scanning was performed with the Axon GenePix 4000B microarray scanner. Raw data was extracted as pair files by NimbleScan software. The files were uploaded to GEO.

#### ChIP microarray analysis

The pair files were analyzed utilizing the tiling workflow provided in Partek Genomics Suite® version 6.6 (St. Louis, Missouri, USA). Nimblegen.pair files (representing the 635 nm and 532 nm scans) for each sample were normalized using the default methods of normalization in the tiling workflow in Partek. The default method includes adjustments for probe sequence, background correction, quantile normalization, and Log (base 2) transformation. In addition, to ensure quality, Principal Components Analysis (PCA) was performed. Files were annotated against mm9 and enriched regions were detected using a one-way ANOVA to compare enrichment between the ethanol-exposed and control groups: three ethanol-exposed mouse arrays contrasted to the three matched control mouse arrays. The enriched regions settings were set at a minimum *p*-value of 0.01 and the number of probes to call a region was set at a minimum of five. The Model-based Analysis of Tiling-arrays (MAT) algorithm was used to detect enriched regions [59]m. The MAT algorithm is designed to detect enriched regions in tiling ChIP-chip experiments, and provides a score for the degree of enrichment between experimental samples or groups of samples. A list of regions with MAT scores and corresponding p-values was output. These regions with differential histone methylation (RDHMs) were scored to overlap with RefSeq (2014-01-03 version) genes that when they occurred either within the gene body or 5000 bp upstream– 3000 bp downstream of the transcriptional start site. The list of gene names overlapping RDHMs with a MAT *p*-value<0.001 were generated.

The list of gene names from Partek were submitted as text files to Ingenuity Pathway Analysis (Ingenuity Systems Inc, CA, USA), Partek Pathway (Fishers Exact Test), and Enrichr [60] to determine overrepresented genes using gene ontology and other analyses. A cut-off of *p*<0.05 was used to determine significant pathways for all software programs.

## Supporting Information

S1 Fig The logistic model (blue line) describes the association between MeDIP log2R and the log2 observed methylation level. R is the log Ratio of MeDIP versus Input and mCG is the weighted count of methylated CpG in the 1 kb window centered at each probe.
(TIF) Click here for additional data file.

S1 Table Gene ontology (GO) analysis of differentially expressed genes. Top 10 GO processes are shown where number of entries exceeds 10.
(DOCX) Click here for additional data file.

S2 Table Top 20 increased and decreased differentially methylated regions (DMRs) from MeDIP-chip microarray analysis. The top and bottom 20 differentially methylated regions (DMRs) according to AMS are shown with the proximal gene including distance to the gene transcriptional start site (TSS).
(DOCX) Click here for additional data file.

S3 Table Gene ontology (GO) analysis of genes with differentially methylated regions (DMRs) in their promoter. Top 10 GO processes are shown where number of entries exceeds 10.
(DOCX) Click here for additional data file.

S4 Table Top 20 increased and decreases in H3K4me3 methylation from ChIP-chip microarray analysis. The top and bottom 20 regions of differential histone methylation (RDHMs) according to MAT score are shown with the proximal gene including distance to the gene transcriptional start site (TSS).
(DOCX) Click here for additional data file.

S5 Table Top 20 increases and decreases in H3K27me3 methylation from ChIP-chip microarray analysis. The top and bottom 20 regions of differential histone methylation (RDHMs) according to MAT score are shown with the proximal gene including distance to the transcriptional start site (TSS).
(DOCX) Click here for additional data file.

S6 Table Gene ontology (GO) analysis of genes with H3K4me3 RDHMs in their promoter. Top 10 GO processes are shown where number of entries exceeds 10.
(DOCX) Click here for additional data file.

S7 Table Gene ontology (GO) analysis of genes with H3K27me3 RDHMs in their promoter. Top 10 GO processes are shown where number of entries exceeds 10.
(DOCX) Click here for additional data file.

S8 Table Gene ontology (GO) analysis of genes with either a DMR or RDHM in their promoter. Top 10 GO processes are shown for each.
(DOCX) Click here for additional data file.

S9 Table Absolute concentrations of mRNA species from droplet digital PCR (ddPCR). Concentrations for each gene of interest (GOI) and the reference gene Tata-Binding Protein (TBP) are shown for each experiment. The mRNA concentration is presented as an average of the concentration of each of seven replicates in each group. The standard error of the mean (SEM) is also presented. Each replicate was also calculated as an average of three separate technical replicates.
(DOCX) Click here for additional data file.

S10 Table Pyrosequencing mixing control for cytosines of interest. Pyrosequencing was performed on DNA mixing controls of known methylation percentage were sequenced for each SNP. The r^2^ coefficient for each SNP is shown.
(DOCX) Click here for additional data file.

S11 Table Real-time PCR assessment of MeDIP fold enrichment. Threshold cycle (Ct) values for each primer pair for each sample are shown.
(DOCX) Click here for additional data file.

# Supplementary material for: Alteration of Gene Expression, DNA Methylation, and Histone Methylation in Free Radical Scavenging Networks in Adult Mouse Hippocampus following Fetal Alcohol Exposure
**Source:** PLoS One. 2016 May 2;11(5):e0154836. doi: 10.1371/journal.pone.0154836
**Supplement:** S1 Table — Top 10 GO processes are shown where number of entries exceeds 10.

**Table S1. Gene ontology (GO) analysis of differentially expressed genes.**

| **GO term** | **Process** | ***p-*value** |
| --- | --- | --- |
| Z disc (GO:0030018) | *GO cellular component* | 0.004 |
| intracellular cAMP activated cation channel activity (GO:0005222) | *GO molecular functions* | 0.008 |
| muscle alpha-actinin binding (GO:0051371) | *GO molecular functions* | 0.009 |
| armadillo repeat domain binding (GO:0070016) | *GO molecular functions* | 0.009 |
| cyclic nucleotide-gated ion channel activity (GO:0043855) | *GO molecular functions* | 0.010 |
| intracellular cyclic nucleotide activated cation channel activity (GO:0005221) | *GO molecular functions* | 0.010 |
| dicarboxylic acid biosynthetic process (GO:0043650) | *GO biological processes* | 0.011 |
| genitalia morphogenesis (GO:0035112) | *GO biological processes* | 0.011 |
| gamma-catenin binding (GO:0045295) | *GO molecular functions* | 0.011 |
| cyclin-dependent protein serine/threonine kinase inhibitor activity (GO:0004861) | *GO molecular functions* | 0.011 |
| positive regulation of gluconeogenesis (GO:0045722) | *GO biological processes* | 0.013 |
| response to auditory stimulus (GO:0010996) | *GO biological processes* | 0.013 |
| tryptophan metabolic process (GO:0006568) | *GO biological processes* | 0.013 |
| oxidoreductase activity, acting on NAD(P)H, oxygen as acceptor (GO:0050664) | *GO molecular functions* | 0.014 |
| establishment of skin barrier (GO:0061436) | *GO biological processes* | 0.015 |
| amine catabolic process (GO:0009310) | *GO biological processes* | 0.015 |
| innervation (GO:0060384) | *GO biological processes* | 0.015 |
| cellular biogenic amine catabolic process (GO:0042402) | *GO biological processes* | 0.015 |
| contractile fiber part (GO:0044449) | *GO cellular component* | 0.015 |
| 14-3-3 protein binding (GO:0071889) | *GO molecular functions* | 0.016 |
| intrinsic apoptotic signaling pathway in response to oxidative stress (GO:0008631) | *GO biological processes* | 0.017 |
| structural constituent of eye lens (GO:0005212) | *GO molecular functions* | 0.018 |
| dystrophin-associated glycoprotein complex (GO:0016010) | *GO cellular component* | 0.020 |
| intermediate filament (GO:0005882) | *GO cellular component* | 0.021 |
| costamere (GO:0043034) | *GO cellular component* | 0.025 |
| integral component of plasma membrane (GO:0005887) | *GO cellular component* | 0.028 |
| intrinsic component of plasma membrane (GO:0031226) | *GO cellular component* | 0.038 |
| terminal bouton (GO:0043195) | *GO cellular component* | 0.044 |
| trans-Golgi network membrane (GO:0032588) | *GO cellular component* | 0.048 |

Top 10 GO processes are shown where number of entries exceeds 10.

# Supplementary material for: Alteration of Gene Expression, DNA Methylation, and Histone Methylation in Free Radical Scavenging Networks in Adult Mouse Hippocampus following Fetal Alcohol Exposure
**Source:** PLoS One. 2016 May 2;11(5):e0154836. doi: 10.1371/journal.pone.0154836
**Supplement:** S2 Table — The top and bottom 20 differentially methylated regions (DMRs) according to AMS are shown with the proximal gene including distance to the gene transcriptional start site (TSS).

**S2 Table. Top 20 increased and decreases in DNA methylation from MeDIP-chip microarray analysis.**

| **Gene Symbol** | **Chromosome** | **Distance to TSS** | **AMS difference** | ***p*-value** |
| --- | --- | --- | --- | --- |
| *Ncs1* | chr2 | -7895.5 | -24.94 | 0.0003 |
| *Hmcn1* | chr1 | 5556 | -21.43 | 0.0071 |
| *Fam32a* | chr8 | -5839.5 | -21.32 | 0.0040 |
| *Cib3* | chr8 | 1052.5 | -21.32 | 0.0040 |
| *Gpr98* | chr13 | 5462 | -20.88 | 0.0014 |
| *Myh11* | chr16 | 7062.5 | -20.88 | 0.0081 |
| *Tac1* | chr6 | -3165 | -20.65 | 0.0002 |
| *Pfkl* | chr10 | 2052.5 | -20.52 | 0.0133 |
| *Ttpa* | chr4 | -7008.5 | -20.44 | 0.0087 |
| *Il18* | chr9 | -5178.5 | -20.43 | 0.0065 |
| *Bco2* | chr9 | 5050.5 | -20.43 | 0.0065 |
| *Tex12* | chr9 | -1079.5 | -20.43 | 0.0065 |
| *Man2a1* | chr17 | -7326 | -19.82 | 0.0208 |
| *Oxsr1* | chr9 | 3808.5 | -19.50 | 0.0222 |
| *Kcnq2* | chr2 | -2858.5 | -19.32 | 0.0152 |
| *Rab17* | chr1 | 3084.5 | -19.29 | 0.0043 |
| *Rab17* | chr1 | 1131.5 | -19.29 | 0.0043 |
| *Rps6kl1* | chr12 | 1154.5 | -19.26 | 0.0204 |
| *Sik1* | chr17 | -1209.5 | -19.22 | 0.0201 |
| *Kcna10* | chr3 | -2048 | -19.19 | 0.0040 |
| *Plcd4* | chr1 | -4624 | 21.94 | 0.0182 |
| *Heatr5b* | chr17 | 6190.5 | 21.96 | 0.0025 |
| *Gnb2* | chr5 | 7852.5 | 22.13 | 0.0252 |
| *Cdkn1a* | chr17 | -3995 | 22.14 | 0.0051 |
| *Cdkn1a* | chr17 | -6781 | 22.14 | 0.0051 |
| *LOC100499420* | chr17 | 8029 | 22.14 | 0.0051 |
| *Neurog3* | chr10 | -6828.5 | 22.21 | 0.0023 |
| *Ppfia1* | chr7 | 4518.5 | 22.29 | 0.0021 |
| *3632451O06Rik* | chr14 | -823.5 | 22.40 | 0.0042 |
| *Tmem126a* | chr7 | 7698 | 22.54 | 0.0023 |
| *Mir1966* | chr8 | -384.5 | 22.57 | 0.0014 |
| *Tle4* | chr19 | 2258.5 | 22.59 | 0.0338 |
| *Map3k9* | chr12 | 5701 | 22.64 | 0.0019 |
| *Smek1* | chr12 | 5334 | 22.95 | 0.0141 |
| *Vdr* | chr15 | 5212 | 23.03 | 0.0001 |
| *Camk2n1* | chr4 | -7875.5 | 23.09 | 0.0028 |
| *Fhdc1* | chr3 | 817.5 | 23.29 | 0.0003 |
| *Gcnt2* | chr13 | 2779 | 23.69 | 0.0047 |
| *Olfr550* | chr7 | -2165 | 25.07 | 0.0061 |
| *1190005I06Rik* | chr8 | 5717.5 | 26.33 | 0.0006 |

The top and bottom 20 differentially methylated regions (DMRs) according to AMS are shown with the proximal gene including distance to the gene transcriptional start site (TSS).

# Supplementary material for: Alteration of Gene Expression, DNA Methylation, and Histone Methylation in Free Radical Scavenging Networks in Adult Mouse Hippocampus following Fetal Alcohol Exposure
**Source:** PLoS One. 2016 May 2;11(5):e0154836. doi: 10.1371/journal.pone.0154836
**Supplement:** S3 Table — Top 10 GO processes are shown where number of entries exceeds 10.

**S3 Table. Gene ontology (GO) analysis of genes with DMRs in their promoter.**

| **GO term** | **Process** | ***p-*value** |
| --- | --- | --- |
| Basement membrane (GO:0005604) | GO cellular component | 0.0002 |
| Myeloid leukocyte differentiation (GO:0002573) | GO biological processes | 0.0004 |
| Myeloid cell differentiation (GO:0030099) | GO biological processes | 0.0004 |
| Cellular response to thyroid hormone stimulus (GO:0097067) | GO biological processes | 0.0008 |
| Extracellular matrix part (GO:0044420) | GO cellular component | 0.0008 |
| Positive regulation of cell fate commitment (GO:0010455) | GO biological processes | 0.0013 |
| Negative regulation of lipid biosynthetic process (GO:0051055) | GO biological processes | 0.0017 |
| Granulocyte differentiation (GO:0030851) | GO biological processes | 0.0020 |
| Response to thyroid hormone (GO:0097066) | GO biological processes | 0.0020 |
| Hormone receptor binding (GO:0051427) | GO molecular function | 0.0020 |
| Positive regulation of developmental growth (GO:0048639) | GO biological processes | 0.0022 |
| Cellular response to hormone stimulus (GO:0032870) | GO biological processes | 0.0026 |
| Regulation of neuron projection development (GO:0010975) | GO biological processes | 0.0027 |
| Anchored component of membrane (GO:0031225) | GO cellular component | 0.0027 |
| Estrogen receptor binding (GO:0030331) | GO molecular function | 0.0027 |
| Growth factor activity (GO:0008083) | GO molecular function | 0.0060 |
| S100 protein binding (GO:0044548) | GO molecular function | 0.0074 |
| Glycosaminoglycan binding (GO:0005539) | GO molecular function | 0.0076 |
| Extrinsic component of cytoplasmic side of plasma membrane (GO:0031234) | GO cellular component | 0.011 |
| Extracellular matrix (GO:0031012) | GO cellular component | 0.011 |
| Neuropeptide receptor binding (GO:0071855) | GO molecular function | 0.011 |
| Sequence-specific DNA binding RNA polymerase II transcription factor activity (GO:0000981) | GO molecular function | 0.013 |
| Tumor necrosis factor receptor superfamily binding (GO:0032813) | GO molecular function | 0.013 |
| FMN binding (GO:0010181) | GO molecular function | 0.015 |
| Notch binding (GO:0005112) | GO molecular function | 0.015 |
| Ruffle (GO:0001726) | GO cellular component | 0.021 |
| Cortical cytoskeleton (GO:0030863) | GO cellular component | 0.022 |
| Extrinsic component of plasma membrane (GO:0019897) | GO cellular component | 0.025 |
| Cell surface (GO:0009986) | GO cellular component | 0.027 |
| Exosome (RNase complex) (GO:0000178) | GO cellular component | 0.028 |

Top 10 GO processes are shown where number of entries exceeds 10.

# Supplementary material for: Alteration of Gene Expression, DNA Methylation, and Histone Methylation in Free Radical Scavenging Networks in Adult Mouse Hippocampus following Fetal Alcohol Exposure
**Source:** PLoS One. 2016 May 2;11(5):e0154836. doi: 10.1371/journal.pone.0154836
**Supplement:** S4 Table — The top and bottom 20 regions of differential histone methylation (RDHMs) according to MAT score are shown with the proximal gene including distance to the gene transcriptional start site (TSS).

**S4 Table. Top 20 increases and decreases in H3K4me3 methylation from ChIP-chip microarray analysis.**

| **Gene Symbol** | **Chromosome** | **Distance to TSS** | **MAT-score** | ***p*-value** |
| --- | --- | --- | --- | --- |
| *Pcdha4-g* | chr18 | 781334 | -11.1605 | 9.36E-05 |
| *Pcdhga1* | chr18 | 72130 | -11.1605 | 9.36E-05 |
| *Pcdhga2* | chr18 | 64970 | -11.1605 | 9.36E-05 |
| *Pcdhga3* | chr18 | 59740 | -11.1605 | 9.36E-05 |
| *Pcdhgb1* | chr18 | 53617 | -11.1605 | 9.36E-05 |
| *Pcdhga4* | chr18 | 48675 | -11.1605 | 9.36E-05 |
| *Pcdhgb2* | chr18 | 44216 | -11.1605 | 9.36E-05 |
| *Pcdhga5* | chr18 | 39574 | -11.1605 | 9.36E-05 |
| *Pcdhga6* | chr18 | 26846 | -11.1605 | 9.36E-05 |
| *Pcdhga7* | chr18 | 19241 | -11.1605 | 9.36E-05 |
| *Pcdhgb4* | chr18 | 13521 | -11.1605 | 9.36E-05 |
| *Pcdhga8* | chr18 | 8369 | -11.1605 | 9.36E-05 |
| *Pcdhgb5* | chr18 | 2921 | -11.1605 | 9.36E-05 |
| *Pcdhga9* | chr18 | -2841 | -11.1605 | 9.36E-05 |
| *Pcdha4-g* | chr18 | 722971 | -8.17202 | 9.36E-05 |
| *Pcdhga1* | chr18 | 13767 | -8.17202 | 9.36E-05 |
| *Pcdhga2* | chr18 | 6607 | -8.17202 | 9.36E-05 |
| *Pcdhga3* | chr18 | 1377 | -8.17202 | 9.36E-05 |
| *Pcdhgb1* | chr18 | -4726 | -8.17202 | 9.36E-05 |
| *3110082I17Rik* | chr5 | 79747 | -7.15166 | 9.36E-05 |
| *Pou3f3os* | chr1 | -1404 | 5.41674 | 9.36E-05 |
| *Pou3f3* | chr1 | -896 | 5.41674 | 9.36E-05 |
| *2900092D14Rik* | chr1 | -4086 | 5.41674 | 9.36E-05 |
| *Olfr406* | chr11 | -2515 | 5.42421 | 9.36E-05 |
| *Serpinf2* | chr11 | -2463 | 5.45151 | 9.36E-05 |
| *Wdr81* | chr11 | 12733 | 5.45151 | 9.36E-05 |
| *Olfr391-ps* | chr11 | -2489 | 5.50726 | 9.36E-05 |
| *Olfr1370* | chr13 | -2489 | 5.55823 | 9.36E-05 |
| *Efcab6* | chr15 | 112908 | 5.61754 | 9.36E-05 |
| *Cyp2j12* | chr4 | -2379 | 5.7489 | 9.36E-05 |
| *1700109G14Rik* | chr14 | -1907 | 6.00292 | 9.36E-05 |
| *Arl11* | chr14 | -2491 | 6.00292 | 9.36E-05 |
| *Akap1* | chr11 | -2480 | 6.03939 | 9.36E-05 |
| *Flii* | chr11 | -577 | 6.21834 | 9.36E-05 |
| *Mief2* | chr11 | -579 | 6.21834 | 9.36E-05 |
| *Mir5100* | chr11 | -844 | 6.21834 | 9.36E-05 |
| *Tspan8* | chr10 | -2378 | 6.26893 | 9.36E-05 |
| *Mid1* | chrX | 294406 | 7.19251 | 9.36E-05 |
| *G530011O06Rik* | chrX | -687 | 7.19251 | 9.36E-05 |
| *Olfr284* | chr15 | -2489 | 7.1997 | 9.36E-05 |

The top and bottom 20 regions of differential histone methylation (RDHMs) according to MAT score are shown with the proximal gene including distance to the transcriptional start site (TSS).

# Supplementary material for: Alteration of Gene Expression, DNA Methylation, and Histone Methylation in Free Radical Scavenging Networks in Adult Mouse Hippocampus following Fetal Alcohol Exposure
**Source:** PLoS One. 2016 May 2;11(5):e0154836. doi: 10.1371/journal.pone.0154836
**Supplement:** S5 Table — The top and bottom 20 regions of differential histone methylation (RDHMs) according to MAT score are shown with the proximal gene including distance to the transcriptional start site (TSS).

**S5 Table. Top 20 increased and decreases in H3K27me3 methylation from ChIP-chip microarray analysis.**

| Gene Symbol | chromosome | Distance to TSS | MAT-score | p-value |
| --- | --- | --- | --- | --- |
| *Hoxd10* | chr2 | 1384 | -22.44 | 9.36E-05 |
| *Hoxd9* | chr2 | -4468 | -22.44 | 9.36E-05 |
| *Hoxa7* | chr6 | -2823 | -19.74 | 9.36E-05 |
| *Mir337* | chr12 | -2265 | -18.38 | 9.36E-05 |
| *Mir3544* | chr12 | 2350 | -18.38 | 9.36E-05 |
| *Mir540* | chr12 | -2556 | -18.38 | 9.36E-05 |
| *Mir665* | chr12 | -2790 | -18.38 | 9.36E-05 |
| *Mir3070a* | chr12 | -4419 | -18.38 | 9.36E-05 |
| *G6b* | chr17 | -1723 | -16.41 | 0.00019 |
| *Ly6g6c* | chr17 | 583 | -16.41 | 0.00019 |
| *Hoxb9* | chr11 | -1416 | -15.79 | 0.00019 |
| *8030411F24Rik* | chr2 | 3111 | -15.00 | 0.00028 |
| *Cst12* | chr2 | -4221 | -15.00 | 0.00028 |
| *Bcl6b* | chr11 | -2999 | -14.85 | 0.00028 |
| *Mir497b* | chr11 | 1999 | -14.85 | 0.00028 |
| *Mir497* | chr11 | -1899 | -14.85 | 0.00028 |
| *Mir195* | chr11 | -2224 | -14.85 | 0.00028 |
| *Prss45* | chr9 | 5230 | -14.77 | 0.00028 |
| *Prss46* | chr9 | -4668 | -14.77 | 0.00028 |
| *Mir666* | chr12 | 1832 | -14.73 | 0.00028 |
| *Txndc9* | chr1 | -389 | 4.20 | 0.00019 |
| *Eif5b* | chr1 | -392 | 4.20 | 0.00019 |
| *Pnkd* | chr1 | 6398 | 4.25 | 0.00019 |
| *Tmbim1* | chr1 | 12885 | 4.25 | 0.00019 |
| *S1pr2* | chr9 | -2437 | 4.29 | 0.00019 |
| *Gm17296* | chr8 | -2489 | 4.30 | 0.00019 |
| *Zfhx3* | chr8 | 232602 | 4.31 | 0.00019 |
| *Dnm1* | chr2 | 42281 | 4.34 | 0.00019 |
| *Itm2b* | chr14 | -2479 | 4.35 | 0.00019 |
| *Snord116* | chr7 | -2489 | 4.36 | 0.00019 |
| *Snord116l1* | chr7 | -2489 | 4.36 | 0.00019 |
| *Zfp648* | chr1 | 3990 | 4.37 | 0.00019 |
| *Flii* | chr11 | -577 | 4.42 | 0.00019 |
| *Mief2* | chr11 | -579 | 4.42 | 0.00019 |
| *Mir5100* | chr11 | -844 | 4.42 | 0.00019 |
| *Lrch1* | chr14 | -2489 | 4.43 | 0.00019 |
| *Lrch1* | chr14 | -2489 | 4.43 | 0.00019 |
| *Ctnnd2* | chr15 | 474291 | 4.99 | 9.36E-05 |
| *Pou3f1* | chr4 | -2461 | 5.40 | 9.36E-05 |
| *Sox9* | chr11 | -2363 | 6.98 | 9.36E-05 |

The top and bottom 20 regions of differential histone methylation (RDHMs) according to MAT score are shown with the proximal gene including distance to the gene transcriptional start site (TSS).

# Supplementary material for: Alteration of Gene Expression, DNA Methylation, and Histone Methylation in Free Radical Scavenging Networks in Adult Mouse Hippocampus following Fetal Alcohol Exposure
**Source:** PLoS One. 2016 May 2;11(5):e0154836. doi: 10.1371/journal.pone.0154836
**Supplement:** S6 Table — Top 10 GO processes are shown where number of entries exceeds 10.

**S6 Table. Gene ontology (GO) analysis of genes with H3K4me3 RDHMs in their promoter.**

| GO term | Process | *p-*value |
| --- | --- | --- |
| cell-cell adhesion via plasma-membrane adhesion molecules (GO:0098742) | GO biological process | 1.49E-09 |
| cell-cell adhesion (GO:0098609) | GO biological process | 1.66E-09 |
| calcium ion binding (GO:0005509) | GO molecular function | 0.00012 |
| phosphoprotein binding (GO:0051219) | GO molecular function | 0.00091 |
| ionotropic glutamate receptor complex (GO:0008328) | GO cellular component | 0.0020 |
| nervous system development (GO:0007399) | GO biological process | 0.0030 |
| negative regulation of growth (GO:0045926) | GO biological process | 0.0033 |
| regulation of neuron differentiation (GO:0045664) | GO biological process | 0.0036 |
| sympathetic nervous system development (GO:0048485) | GO biological process | 0.0042 |
| regulation of stress-activated MAPK cascade (GO:0032872) | GO biological process | 0.0042 |
| cellular response to organonitrogen compound (GO:0071417) | GO biological process | 0.0043 |
| regulation of stress-activated protein kinase signaling cascade (GO:0070302) | GO biological process | 0.0044 |
| spectrin-associated cytoskeleton (GO:0014731) | GO cellular component | 0.0045 |
| synaptic membrane (GO:0097060) | GO cellular component | 0.0056 |
| receptor signaling complex scaffold activity (GO:0030159) | GO molecular function | 0.0070 |
| postsynaptic membrane (GO:0045211) | GO cellular component | 0.0078 |
| protein phosphorylated amino acid binding (GO:0045309) | GO molecular function | 0.0081 |
| vinculin binding (GO:0017166) | GO molecular function | 0.011 |
| transcription factor complex (GO:0005667) | GO cellular component | 0.011 |
| Ras GTPase binding (GO:0017016) | GO molecular function | 0.011 |
| cell body (GO:0044297) | GO cellular component | 0.012 |
| SH3 domain binding (GO:0017124) | GO molecular function | 0.013 |
| Rab GTPase binding (GO:0017137) | GO molecular function | 0.013 |
| gamma-catenin binding (GO:0045295) | GO molecular function | 0.013 |
| GTPase binding (GO:0051020) | GO molecular function | 0.015 |
| neuronal cell body (GO:0043025) | GO cellular component | 0.023 |
| axon (GO:0030424) | GO cellular component | 0.023 |
| cytosol (GO:0005829) | GO cellular component | 0.027 |
| synapse part (GO:0044456) | GO cellular component | 0.028 |

Top 10 GO processes are shown where number of entries exceeds 10.

# Supplementary material for: Alteration of Gene Expression, DNA Methylation, and Histone Methylation in Free Radical Scavenging Networks in Adult Mouse Hippocampus following Fetal Alcohol Exposure
**Source:** PLoS One. 2016 May 2;11(5):e0154836. doi: 10.1371/journal.pone.0154836
**Supplement:** S7 Table — Top 10 GO processes are shown where number of entries exceeds 10.

**S7 Table. Gene ontology (GO) analysis of genes with H3K27me3 RDHMs in their promoter.**

| GO term | Process | *p-*value |
| --- | --- | --- |
| homophilic cell adhesion via plasma membrane adhesion molecules (GO:0007156) | GO biological process | 9.48E-10 |
| cell-cell adhesion via plasma-membrane adhesion molecules (GO:0098742) | GO biological process | 2.52E-08 |
| cell-cell adhesion (GO:0098609) | GO biological process | 2.67E-08 |
| mammary gland development (GO:0030879) | GO biological process | 6.15E-05 |
| calcium ion binding (GO:0005509) | GO molecular function | 0.00011 |
| neuron fate specification (GO:0048665) | GO biological process | 0.0015 |
| proximal/distal pattern formation (GO:0009954) | GO biological process | 0.0018 |
| microfibril (GO:0001527) | GO cellular component | 0.0032 |
| negative regulation of cell aging (GO:0090344) | GO biological process | 0.0056 |
| fibril (GO:0043205) | GO cellular component | 0.0060 |
| pre-mRNA binding (GO:0036002) | GO molecular function | 0.0071 |
| insulin-like growth factor receptor signaling pathway (GO:0048009) | GO biological process | 0.0084 |
| fibril organization (GO:0097435) | GO biological process | 0.0084 |
| mitochondrial calcium ion homeostasis (GO:0051560) | GO biological process | 0.0095 |
| intermediate filament cytoskeleton (GO:0045111) | GO cellular component | 0.011 |
| ankyrin binding (GO:0030506) | GO molecular function | 0.016 |
| extracellular matrix structural constituent (GO:0005201) | GO molecular function | 0.023 |
| core promoter sequence-specific DNA binding (GO:0001046) | GO molecular function | 0.025 |
| integral component of mitochondrial membrane (GO:0032592) | GO cellular component | 0.038 |
| galactosyltransferase activity (GO:0008378) | GO molecular function | 0.038 |
| GOlgi apparatus (GO:0005794) | GO cellular component | 0.043 |
| oxygen binding (GO:0019825) | GO molecular function | 0.044 |
| RNA polymerase II core promoter sequence-specific DNA binding (GO:0000979) | GO molecular function | 0.057 |
| acetylglucosaminyltransferase activity (GO:0008375) | GO molecular function | 0.059 |
| platelet alpha granule lumen (GO:0031093) | GO cellular component | 0.059 |
| serine-type endopeptidase activity (GO:0004252) | GO molecular function | 0.059 |
| transcription factor complex (GO:0005667) | GO cellular component | 0.064 |
| MLL5-L complex (GO:0070688) | GO cellular component | 0.069 |
| membrane coat (GO:0030117) | GO cellular component | 0.074 |
| hemidesmosome (GO:0030056) | GO cellular component | 0.076 |

Top 10 GO processes are shown where number of entries exceeds 10.

# Supplementary material for: Alteration of Gene Expression, DNA Methylation, and Histone Methylation in Free Radical Scavenging Networks in Adult Mouse Hippocampus following Fetal Alcohol Exposure
**Source:** PLoS One. 2016 May 2;11(5):e0154836. doi: 10.1371/journal.pone.0154836
**Supplement:** S8 Table — Top 10 GO processes are shown for each.

**S8 Table. Gene ontology (GO) analysis of genes with either a DMR or RDHM in their promoter.**

| GO term | Process | *p-*value |
| --- | --- | --- |
| homophilic cell adhesion via plasma membrane adhesion molecules (GO:0007156) | GO biological processes | 4.43E-08 |
| cell-cell adhesion via plasma-membrane adhesion molecules (GO:0098742) | GO biological processes | 5.26E-06 |
| cell-cell adhesion (GO:0098609) | GO biological processes | 5.81E-06 |
| cell-cell adhesion (GO:0098609) | GO biological processes | 5.81E-06 |
| regulation of neuron differentiation (GO:0045664) | GO biological processes | 5.63E-05 |
| regulation of neuron projection development (GO:0010975) | GO biological processes | 0.00012 |
| myeloid cell differentiation (GO:0030099) | GO biological processes | 0.00034 |
| regulation of cell projection organization (GO:0031344) | GO biological processes | 0.00047 |
| erythrocyte differentiation (GO:0030218) | GO biological processes | 0.00050 |
| nervous system development (GO:0007399) | GO biological processes | 0.00051 |
| calcium ion binding (GO:0005509) | GO molecular functions | 0.00061 |
| basement membrane (GO:0005604) | GO cellular component | 0.0019 |
| estrogen receptor binding (GO:0030331) | GO molecular functions | 0.0021 |
| extracellular matrix part (GO:0044420) | GO cellular component | 0.0026 |
| transcription factor complex (GO:0005667) | GO cellular component | 0.0033 |
| calmodulin binding (GO:0005516) | GO molecular functions | 0.0047 |
| synapse (GO:0045202) | GO cellular component | 0.0050 |
| growth factor activity (GO:0008083) | GO molecular functions | 0.0058 |
| extracellular matrix (GO:0031012) | GO cellular component | 0.0092 |
| integrin binding (GO:0005178) | GO molecular functions | 0.010 |
| ionotropic glutamate receptor complex (GO:0008328) | GO cellular component | 0.011 |
| protein tyrosine kinase activity (GO:0004713) | GO molecular functions | 0.011 |
| axon (GO:0030424) | GO cellular component | 0.012 |
| S100 protein binding (GO:0044548) | GO molecular functions | 0.015 |
| extracellular matrix structural constituent (GO:0005201) | GO molecular functions | 0.015 |
| hormone receptor binding (GO:0051427) | GO molecular functions | 0.016 |
| gamma-catenin binding (GO:0045295) | GO molecular functions | 0.019 |
| STAGA complex (GO:0030914) | GO cellular component | 0.020 |
| synaptic membrane (GO:0097060) | GO cellular component | 0.021 |
| ruffle (GO:0001726) | GO cellular component | 0.027 |

Top 10 GO processes are shown for each.

# Supplementary material for: Alteration of Gene Expression, DNA Methylation, and Histone Methylation in Free Radical Scavenging Networks in Adult Mouse Hippocampus following Fetal Alcohol Exposure
**Source:** PLoS One. 2016 May 2;11(5):e0154836. doi: 10.1371/journal.pone.0154836
**Supplement:** S9 Table — Concentrations for each gene of interest (GOI) and the reference gene Tata-Binding Protein (TBP) are shown for each experiment. The mRNA concentration is presented as an average of the concentration of each of seven replicates in each group. The standard error of the mean (SEM) is also presented. Each replicate was also calculated as an average of three separate technical replicates.

**S9 Table. Absolute concentrations of mRNA species from droplet digital PCR (ddPCR).**

| **Experiment** | **Target** | **Group** | **Concentration** | **SEM** |
| --- | --- | --- | --- | --- |
| *Casp3* | GOI | Control | 110.8 | 10.5 |
|  | TBP | Control | 258.8 | 28.9 |
|  | GOI | Ethanol | 170.9 | 52.8 |
|  | TBP | Ethanol | 383.7 | 23.6 |
| *Defb4* | GOI | Control | 0 | 0 |
|  | TBP | Control | 32.0 | 2.7 |
|  | GOI | Ethanol | 0.0 | 0.0 |
|  | TBP | Ethanol | 34.3 | 5.1 |
| *Krt8* | GOI | Control | 1.0 | 0.2 |
|  | TBP | Control | 16.0 | 1.8 |
|  | GOI | Ethanol | 5.1 | 2.2 |
|  | TBP | Ethanol | 24.2 | 11.5 |
| *L3mbtl4* | GOI | Control | 1.9 | 0.6 |
|  | TBP | Control | 47.1 | 7.2 |
|  | GOI | Ethanol | 1.2 | 0.3 |
|  | TBP | Ethanol | 67.1 | 28.2 |
| *Mafg* | GOI | Control | 239.9 | 26.2 |
|  | TBP | Control | 173.9 | 17.0 |
|  | GOI | Ethanol | 332.1 | 50.5 |
|  | TBP | Ethanol | 238.5 | 37.0 |
| *Stac* | GOI | Control | 17.6 | 3.5 |
|  | TBP | Control | 276.6 | 31.9 |
|  | GOI | Ethanol | 12.4 | 2.5 |
|  | TBP | Ethanol | 226.2 | 45.3 |
| *Synpo2* | GOI | Control | 3.9 | 0.5 |
|  | TBP | Control | 29.1 | 3.8 |
|  | GOI | Ethanol | 12.9 | 4.1 |
|  | TBP | Ethanol | 41.3 | 21.6 |
| *Tcf7l2* | GOI | Control | 102.0 | 16.2 |
|  | TBP | Control | 177.6 | 23.7 |
|  | GOI | Ethanol | 362.5 | 172.1 |
|  | TBP | Ethanol | 214.9 | 47.3 |
| *Tmem79* | GOI | Control | 4.4 | 1.7 |
|  | TBP | Control | 14.7 | 1.8 |
|  | GOI | Ethanol | 3.2 | 1.4 |
|  | TBP | Ethanol | 18.6 | 10.4 |
| *Vipr2* | GOI | Control | 2.5 | 0.4 |
|  | TBP | Control | 84.0 | 6.8 |
|  | GOI | Ethanol | 8.3 | 3.5 |
|  | TBP | Ethanol | 96.1 | 44.6 |

Concentrations for each gene of interest (GOI) and the reference gene tata-binding protein (TBP) are shown for each experiment. The mRNA concentration is presented as an average of the concentration of each of seven replicates in each group. The standard error of the mean (SEM) is also presented. Each replicate was also calculated as an average of three separate technical replicates.

# Supplementary material for: Alteration of Gene Expression, DNA Methylation, and Histone Methylation in Free Radical Scavenging Networks in Adult Mouse Hippocampus following Fetal Alcohol Exposure
**Source:** PLoS One. 2016 May 2;11(5):e0154836. doi: 10.1371/journal.pone.0154836
**Supplement:** S10 Table — Pyrosequencing was performed on DNA mixing controls of known methylation percentage were sequenced for each SNP. The r2 coefficient for each SNP is shown.

**S10 Table. Pyrosequencing mixing control for cytosines of interest.**

| **Mixing control (%)** | **Percent methylation** | |
| --- | --- | --- |
|  | Acaa1 (chr9: 119342352) | Pex6 (Chr17: 4670666) |
| 0 | 5.65 | 0.00 |
| 5 | 6.90 | 7.28 |
| 10 | 11.56 | 12.41 |
| 25 | 29.75 | 30.59 |
| 50 | 47.75 | 62.67 |
| 75 | 68.67 | 80.33 |
| 100 | 90.20 | 100.00 |
| **r^2^** | 0.9967 | 0.9875 |

Pyrosequencing was performed on DNA mixing controls of known methylation percentage were sequenced for each SNP. The r^2^ coefficient for each SNP is shown.

# Supplementary material for: Alteration of Gene Expression, DNA Methylation, and Histone Methylation in Free Radical Scavenging Networks in Adult Mouse Hippocampus following Fetal Alcohol Exposure
**Source:** PLoS One. 2016 May 2;11(5):e0154836. doi: 10.1371/journal.pone.0154836
**Supplement:** S11 Table — Threshold cycle (Ct) values for each primer pair for each sample are shown.

**S11 Table. Real-time PCR assessment of MeDIP fold enrichment.**

| Sample | Primer pair | Input DNA (Ct) | MeDIP DNA (Ct) | % (MeDIP/ Input) | Negative control (IgG)(Ct) | % (Negative (control/ Input) | Fold Enrichment |
| --- | --- | --- | --- | --- | --- | --- | --- |
| C5.3 | TSH2B | 21.060 | 22.586 | 6.944 | 38.248 | 1.34E-04 | 5.19E+04 |
|  | GAPDH | 21.628 | NA | NA | NA | NA | ~ |
| C10.5 | TSH2B | 21.874 | 23.003 | 9.148 | 33.622 | 5.82E-03 | 1.57E+03 |
|  | GAPDH | 21.737 | NA | NA | NA | NA | ~ |
| C11.2 | TSH2B | 21.129 | 22.969 | 5.584 | 37.193 | 2.92E-04 | 1.91E+04 |
|  | GAPDH | 21.570 | NA | NA | NA | NA | ~ |
| E5.1 | TSH2B | 21.185 | 23.265 | 4.731 | NA | NA | ~ |
|  | GAPDH | 21.562 | NA | NA | NA | NA | ~ |
| E10.3 | TSH2B | 21.200 | 22.763 | 6.767 | NA | NA | ~ |
|  | GAPDH | 21.426 | NA | NA | NA | NA | ~ |
| E11.1 | TSH2B | 20.524 | 22.417 | 5.387 | 36.185 | 3.86E-04 | 1.39E+04 |
|  | GAPDH | 21.117 | NA | NA | NA | NA | ~ |

Threshold cycle (Ct) values for each primer pair for each sample are shown.

How the deposited data were processed for this re-analysis (not part of the article)

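Gene expression was measured on Affymetrix Mouse Gene ST arrays in the hippocampus of adult male mice injected with saline or ethanol as pups, with 3 arrays per group and 3 mice pooled per array. Which array belongs to which group and replicate was taken from the submitters' sample labels and the paper's methods. The authors summarized probe intensities at the gene level with RMA and deposited log2 expression values, 1 value per probe set and array. The RMA software and version are not given in the sources used here, and the genome build of the array annotation is not given either. The values were used as deposited, with no further normalization. They range from 3.51 to 13.9, and the median of an array from 5.84 to 5.89.

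Probe sets were named through the platform annotation, and 99.6% of its gene identifiers were found in a RefSeq gene table of assembly GRCm38.p6, which was used for names alone; 0 symbols had to be updated. Of 35556 probe sets, 21789 have 1 gene symbol, 1621 several and 12146 none. The 23410 with a symbol were tested, and none of those with several symbols was named. Of the 19938 genes, 999 have several probe sets, of which the one with the highest mean over the 6 arrays was used; the probe sets past the unadjusted threshold go in opposite directions in 6 of these genes. The 6 values of 701 probe sets repeat those of another.

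Ethanol was compared with saline with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with no covariate, after the methods, which name an ANOVA; with 2 groups and equal variances this is the t-test that is called the methods' t-test here. Counts are given at an adjusted p under 0.05 (Benjamini-Hochberg over the tested probe sets) and, after the paper's Table 1, at an unadjusted p under 0.05 with a change over 1.2-fold. An exact permutation test of 3 pools against 3 cannot give a p below 0.1 and was not used. Standard errors are those of the moderated test. The share of olfactory receptor genes was tested with Fisher's exact test. The 47 gene lists of pathways, gene families, brain regions and cell types were written before the data were examined; 46 had at least 5 measured genes and were tested with camera at a correlation of 0.01, with an estimated correlation, and with fry, all adjusted over the lists. Red blood cell markers had 2 measured genes and were not tested. The procedure was tested on simulated data with 200 changed probe sets: among 23410 probe sets, 26 of 67 changed by 1.2-fold, 67 of 67 changed by 1.5-fold and 66 of 66 changed by 2-fold passed the adjusted threshold, with 10 of 23210 unchanged ones. At the unadjusted threshold with 1.2-fold, 75 unchanged probe sets passed. The shares recovered can be lower for probe sets with a larger spread between pools. Figures were drawn with matplotlib 3.10.9.

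The rule for named genes was also set before the data were examined, when the values in the paper's Table 1 had been seen. It takes every gene that the paper names for expression, the network or the peroxisome pathway, the 10 higher and 10 lower genes with the largest change among those past the unadjusted threshold whose pools do not overlap, and in each list up to 4 members past that threshold with the largest change, or the 2 most abundant members where fewer than 2 pass. Genes named outside this rule (Srxn1, Blvrb, Gabrp, Ndufb3, Pex2, Cpt2, Ooep, Calb2, Adarb1, Ttr and Apoe) are the only passing members of a list, abundant markers or family members, or genes with small unadjusted p, and were chosen after their values were seen.

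Alternatives set before the data were examined were the methods' t-test, the replicate number as a block, median centring, quantile normalization, filters on dim probe sets at the median level and at the level of receptor genes, all probe sets, those with 1 symbol alone, the mean of a gene's probe sets, an intensity trend and array weights in limma, fold thresholds of 1.1 and 1.5, the other list tests, genes below the median level as background for olfactory receptors, and each array left out in turn. The mean of the thalamus markers as a covariate was added after the data were seen. Of the genes with a fold change in Table 1, those with no matching probe set were left out. The miRNA, DNA methylation and histone arrays, the ddPCR and the pyrosequencing were not analysed here.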

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

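The patterns were seen first. Of the tests below, those of a separate thalamus list, of the correlation between choroid plexus markers, of matched dim genes and of the splits for these 3 patterns were chosen before their own results were seen, and the test of the myelin list and the thalamus covariate after. The 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05 of them.

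Thalamus markers were higher in the ethanol pools, a signal in a list of genes that the paper does not discuss, with a median log2 change of 0.276. The signal may not be separate from the paper's genes. Tcf7l2, which is in Table 1 and not on the list, had the list's order of ethanol pools, at 8.905, 8.366 and 8.258. Its saline pools lay from 7.863 to 7.978, and whether its rise has the same source was not decided. A candidate explanation for the marker list is thalamic tissue in some dissected pools, above all ethanol pool 1. A separate list of 15 thalamic genes, written before its values were seen, had a median of 0.10, above all of 10000 random lists matched on level (percentile 100), with 15 of 15 genes above 0 and 13 of 15 highest in ethanol pool 1, but 2 of 15 past the unadjusted threshold and list means of 0.27, 0.091 and 0.006 in ethanol pools 1, 2 and 3, the last at the saline level; of the most abundant markers of the first list, Calb2 passed the unadjusted threshold (0.20 ± 0.06 at a mean of 9.93) and Adarb1 did not (0.14 ± 0.08 at 9.79, with overlapping pools). A lower share of hippocampal neurons, which would raise the markers of every other cell type alike, is argued against by the myelin list, which did not rise with the thalamus list: its median was -0.097 (a fall that is lost with an estimated correlation, adjusted p = 0.806), and the thalamus mean less the myelin mean was 0.672, 0.405 and 0.098 in ethanol pools 1, 2 and 3 against at most 0.074 in a saline pool. An effect of ethanol on thalamic-type genes within the hippocampus stays open and untested, since 13 of the 16 markers lie above the level of receptor genes in saline pools too (1 is on another list, 0 are in Table 1), and the median was 0.14 without ethanol pool 1; the real median of 0.276 compares with 0.256 as the highest of the other splits (1 of 10 as large).

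Choroid plexus markers had a median log2 change of 0.4746, again outside the genes the paper discusses. The meninges and fibroblast list also had its highest means in ethanol pools 1 and 3, at 0.257 and 0.179 from the saline mean. It lay at -0.122 in ethanol pool 2 and from -0.074 to 0.135 in the saline pools. All 18 choroid plexus markers were above every saline pool in ethanol pools 1 and 3 and 0 in ethanol pool 2. More choroid plexus tissue in some pools than in others may account for the higher markers, but the test made of it does not decide. The markers had a mean correlation of 0.9753 over the 6 arrays (percentile 100 among 10000 matched random lists, random median 0.00096). Genes that move together have this by construction, and an effect of ethanol on choroid plexus genes that differed between pools would give it too. An equal rise in all ethanol pools would not by itself give the list mean of ethanol pool 2. That mean was -0.279, below the saline pools at -0.165, -0.022 and 0.187, but this rests on 1 pool. Ttr, the most abundant, was 0.21 ± 0.15 (SE) higher at a mean of 12.9, and all 18 lie above the level of receptor genes in saline pools (2 are on other lists, 0 in Table 1). Other splits reached 0.792 (4 of 10 as large as the real one). The list did not pass with the thalamus mean as a covariate (0.11), which does not decide, since that covariate separates the groups. The explanation stays open.

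Vomeronasal receptor genes (median log2 change 0.0516) and taste receptor genes (0.021) passed camera as higher after ethanol together with the olfactory receptors, with a median of 0.029 over the 1215 genes of the 3 families. Their means lay at 0.010, 0.044 and 0.049 in ethanol pools 1, 2 and 3 and at 0.023, -0.016 and -0.007 in the saline pools, so that ethanol pool 1 lies below saline pool 1, and no list passed with an estimated correlation (adjusted p = 0.806). A shift of all dim probe sets between the groups may account for part of it: matched genes outside the families had a median of 0.0072, which is 24.7% of the families' shift, with 14.8% to 35.8% over 1000 matched draws, so that the test does not decide. Other splits reached 0.041 (2 of 10 as large as the real one). Whether ethanol raises such transcripts in the hippocampus was not tested.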

How the results depend on the processing

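The count of probe sets past the unadjusted threshold and 1.2-fold was 60, and it was 17 with the methods' t-test, 28 above the median level, 488 over all probe sets, 616 at 1.1-fold and 4 at 1.5-fold, where the filters and thresholds themselves change the number that can pass; it ranged from 70 to 187 with 1 array left out, the highest without ethanol pool 2. The share higher among them (68.3%) ranged from 52.9% without saline pool 2 to 88.2% without ethanol pool 2, and was 54% without ethanol pool 1. The number past the adjusted threshold was 0 in limma under every alternative and with each array left out (range 0 to 0), with 494 to 1969 probe sets past the unadjusted threshold. Of the genes of Table 1, 43 passed in the paper's direction, 3 above the median level and 6 above the level of receptor genes, where few remain, and from 35 to 40 with 1 array left out. The share of olfactory receptors (3.64%, below that of all genes) was above it with array weights (6.45%), without saline pool 1 (9.23%) and without ethanol pool 1 (11.5%, two-sided Fisher's exact test, p = 0.0347), with a range of 2.78% to 11.5% over the arrays left out; the cause was not tested. Gene lists past the adjusted threshold numbered 7 with camera, from 8 to 12 with 1 array left out (12 without ethanol pool 2), 0 with an estimated correlation and 0 with fry. With the mean of the thalamus markers as a covariate, added after the data were seen, 260 probe sets passed both thresholds, 43.1% of them higher, 28 genes of Table 1 passed, and the olfactory share was 11.1% (two-sided Fisher's exact test, p = 0.00101); the cause was not tested. Through the alternatives 97 genes were followed (the named genes past the unadjusted threshold, and Mafg). The filters on dim probe sets kept only 26 of them above the median level and 43 above the level of receptor genes. Of the 97, Shox2 turned sign with the thalamus covariate (-0.07156) and Trdn as the mean of its 19 probe sets (7.1e-05). Mafg turned sign without saline pool 3 (0.01279) and without ethanol pool 3 (0.007003). Its range was -0.07397 to 0.01279 over the arrays left out. The cause of these turns was not tested. Of genes not followed there, Nup210l at its brightest probe set went from 1.016-fold to -1.022 without saline pool 1, -1.004 without saline pool 3 and -1.003 without ethanol pool 1. Of the 97 genes, 61 kept their result in the methods' t-test and 36 no longer passed, and with the thalamus covariate 48 no longer passed, besides Shox2, which turned sign. Shox2, Ramp3, Prkcd, Rgs16 and Lef1 are on the thalamus list, so their own values are part of the covariate. Their smaller changes with it follow in part by construction. The covariate is also higher in every ethanol pool than in every saline pool. It can thus lower the changes of genes outside the list, whatever their cause.

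With the replicate number as a block, 68 probe sets passed both thresholds, 42 genes of Table 1 passed and 11 gene lists passed, and of the 97 genes 7 no longer passed. Pools with the same number do not go together: the correlations of their deviations from the group means were -0.049, -0.022 and 0.059, and no pool correlated best with its own number.

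Too few splits of the 6 arrays exist (10) for a share under 0.05, so only the values are given, the splits for the counts of probe sets having been chosen after the result was seen. The real split gave 60 probe sets past both thresholds and the highest of the others 148, with 4 of 10 as large as the real one. That split sets saline pools 1 and 2 with ethanol pool 2 against saline pool 3 with ethanol pools 1 and 3. The choroid plexus markers differ most in it, and whether they account for its count was not tested. At the adjusted threshold the real split and the highest other gave 0 and 0 (10 of 10 as large), for gene lists 7 and 14 (8 of 10), for the share of olfactory receptors 3.64% and 10.9% (5 of 10), and for genes of Table 1, which were chosen on the real split, 43 and 3 (1 of 10). Of all genes, 62.4% lie above the level of receptor genes, and whether background limits dim genes more than others was not tested.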

Differences from the paper's values

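Of the 48 genes of the paper's Table 1 matched here, 35 had a fold change that differs from the paper's by more than the standard deviation between pools. The paper's fold change and the one computed here were, for Cypt2 1.40 in the paper and 1.15 here, for Defb5 1.39 in the paper and 1.19 here, for Serpinb1b 1.35 in the paper and 1.26 here, for Gm7168 1.31 in the paper and 1.14 here and for Olfr119 1.30 in the paper and 1.18 here. Next in the order of the paper's Table 1, the fold changes were for Nup210l 1.27 in the paper and 1.02 here, for Kmo 1.27 in the paper and 1.11 here, for Tmprss11a 1.26 in the paper and 1.14 here, for Olfr539 1.25 in the paper and 1.098 here and for Cd209f 1.24 in the paper and 1.14 here. The following genes had fold changes, for Krt39 1.23 in the paper and 1.09 here, for Olfr121 1.23 in the paper and 1.12 here, for Olfr1018 1.23 in the paper and 1.09 here, for Vmn2r109 1.22 in the paper and 1.14 here and for Dnm3os 1.21 in the paper and 1.099 here. Further values were, for Olfr648 1.21 in the paper and 1.13 here, for Olfr1131 1.21 in the paper and 1.14 here, for 4930524N10Rik, now Samt2b, 1.21 in the paper and 1.15 here, for Mrgprh 1.21 in the paper and 1.16 here and for Gm11437 1.20 in the paper and 1.11 here. Lower in the paper's Table 1, fold changes were, for Apol7a 1.20 in the paper and 1.08 here, for 1600015I10Rik, now Doxl1, -1.20 in the paper and -1.09 here, for Gm4776, now Stk-ps2, -1.20 in the paper and -1.096 here, for Olfr455 -1.20 in the paper and -1.08 here and for Olfr979 -1.21 in the paper and -1.07 here. Among genes listed as lower, the pairs were, for Mafg -1.21 in the paper and -1.02 here, for Olfr2 -1.21 in the paper and -1.05 here, for L3mbtl4 -1.22 in the paper and -1.09 here, for Olfr281 -1.24 in the paper and -1.100 here and for Hdx -1.25 in the paper and -1.04 here. The last pairs were, for Olfr1350 -1.26 in the paper and -1.14 here, for Crygb -1.27 in the paper and -1.11 here, for Tmem79 -1.29 in the paper and -1.12 here, for Zfa, now Zfa-ps, -1.31 in the paper and -1.13 here and for Dnahc7a, now Dnah7a, -1.39 in the paper and -1.23 here. Among the alternatives set before the data were examined, Serpinb1b came within that spread of the paper's value with array weights (1.28), without saline pool 1 (1.29), without saline pool 2 (1.27) and without ethanol pool 2 (1.31). Mrgprh did so without saline pool 3 (1.16), ethanol pool 2 (1.18) or ethanol pool 3 (1.17), and Gm4776 with array weights (-1.13). Under none of the other alternatives that kept their probe sets did these 3 genes do so, and the remaining genes did so under none that kept theirs. The filters on dim probe sets kept only 4 of the 48 matched genes above the median level and 9 above the level of receptor genes.

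The count of 60 probe sets at the paper's thresholds equals the paper's count of 60 genes, but 9 of the 48 matched genes of the paper's Table 1 were among them, and 43 of the 48 passed the unadjusted threshold in the paper's direction. Without the thresholds on fold, all 48 had the paper's direction. The methods' t-test gave 17 probe sets past both thresholds and 6 matched genes of the paper's Table 1. Nup210l, Olfr979, Mafg, Olfr2 and Hdx, which the paper lists as differentially expressed, did not pass the unadjusted threshold in limma at their brightest probe set, and Olfr2 did pass in the methods' t-test with pools that did not overlap. Of the other 8 probe sets of Nup210l, 1 passed in the paper's direction at 1.228-fold, against 1.27 in the paper, and 2 passed as lower, so that the fold change of 1.02 given above for Nup210l depends on the probe set that is compared. After subtraction of a constant of 9 from the linear values, which was chosen after the values were seen, 29 of the 48 matched genes passed both thresholds and 19 did not, and 12 fold changes differ from the paper's.

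The paper gives olfactory transduction as the leading Partek pathway of its differentially expressed genes. Here 2 of 55 genes past both thresholds were olfactory receptors (3.64%, against 5.09% of all genes), while 86 of 1015 were higher and 7 lower at the unadjusted threshold, and the share was 11.5% without ethanol pool 1 (two-sided Fisher's exact test, p = 0.0347). The olfactory receptors of Table 1 had the paper's direction here, but the largest change among them was 1.178-fold (Olfr119). The fold threshold thus keeps them out of the 55 genes.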

Other observations

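Genes that read and write chromatin marks did not pass camera as lists. Of 40 genes tied to H3K4 and H3K27 methylation, not all of them enzymes, 2 passed the unadjusted threshold, both lower. These were the putative polycomb group gene L3mbtl4 and the H3K27 demethylase Kdm6a (-0.13 ± 0.06, SE, log2). The list had a camera adjusted p = 0.051 and an adjusted p = 0.806 with an estimated correlation. In the methods' t-test 1 of the 40 was higher and 5 were lower, L3mbtl4 among them. Of 17 writers and readers of DNA methylation, 2 passed, the 5-methylcytosine oxidase Tet3 (-0.18 ± 0.04) and the DNA methyltransferase Dnmt3a (-0.15 ± 0.06), with a camera adjusted p = 0.0739 and 1 gene past adjusted over the list alone. Clustered protocadherins, adhesion proteins that give neurons their identity, had a median of -0.03 with 2 of 22 lower, Pcdhb3 and Pcdhb5 (-0.15 ± 0.04 each), and passed camera at an adjusted p = 0.0273 but at an adjusted p = 0.806 with an estimated correlation. Peroxisome genes lay near the saline level, with 1 of 48 lower past the unadjusted threshold (Pex2, -0.12 ± 0.05), 2 other genes higher and 1 other lower in the methods' t-test, and a camera adjusted p = 0.969, and Acaa1a (0.02 ± 0.05), Pex6 (0.05 ± 0.05), Pex26 (-0.06 ± 0.05), Eci2 (-0.04 ± 0.08) and Pxmp2 (-0.10 ± 0.05) did not pass. Of 21 immediate early genes, Arc, which marks recent neuronal activity, was lower (-0.31 ± 0.13) and Klf4 higher (0.14 ± 0.06), with a camera adjusted p = 0.255. Of 27 cytokine and inflammation genes, the interferon-induced Ifit1 (-0.24 ± 0.06) and Ifit3 (-0.13 ± 0.06) were lower and Il4 higher (0.11 ± 0.04, camera adjusted p = 0.633). Of 39 beta-defensins, antimicrobial peptides, 3 were higher and 1 lower, and Defb5 (0.25 ± 0.05) passed adjusted over the list alone (camera adjusted p = 0.0968). In the methods' t-test Kdm6a, Dnmt3a, Pex2, Arc, Klf4 and Ifit3 did not pass. L3mbtl4 did not pass as the mean of its 2 probe sets (-0.06), Arc (-0.19) and Dnmt3a (-0.10) did not pass without ethanol pool 3, and Ifit3 (-0.08) did not without ethanol pool 2.

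Cell type markers other than those of thalamus, choroid plexus and myelin did not pass camera. Adjusted p values were 0.0742 for immature neurons (7 genes, 1 lower, Neurod1, and 0 in the methods' t-test), 0.112 for meninges and fibroblasts, 0.193 for habenula, 0.209 for astrocytes, 0.275 for microglia, 0.444 for striatum, 0.513 for oligodendrocyte precursors, 0.696 for endothelium, 0.744 for dividing cells, 0.777 for ependyma, 0.92 for neurons and for CA3 pyramidal neurons, 0.969 for interneurons, dentate granule neurons and neocortex, and 0.991 for CA1 pyramidal neurons and mural cells. Among the remaining lists they were 0.644 for heat shock proteins, 0.744 for one-carbon metabolism, 0.777 for alcohol metabolism and 0.789 for ribosomal proteins. Habenula markers were highest in saline pool 2 and ethanol pool 2, at 0.371 and 0.490 above the saline mean on the log2 scale. Of the genes of Cpt2, a carnitine transferase of mitochondrial fat oxidation, and Ooep, an oocyte protein, which were chosen after their values were seen, Cpt2 was 0.28 ± 0.05 higher and Ooep 0.33 ± 0.04, with every ethanol pool above every saline pool (adjusted p = 0.931 for both in limma).

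For the 39 matched genes of the paper's Table 1 at the level of receptor genes, the paper's fold change was larger than the one here in 38, with medians of 1.23 in the paper and 1.14 here, while for the 9 brighter genes the medians were 1.25 in the paper and 1.23 here. One hypothesis, formed after these values were seen, is that the deposited values hold a constant background that the paper's fold changes do not. A constant of 9 on the linear scale, fitted on 24 of the 48 genes, lowered the median absolute log2 difference from the paper over the 24 genes not used for the fit from 0.15 to 0.04, or to 30.1% of its size, and for the 22 dim ones among these the median ratio of log2 changes here to those of the paper went from 0.497 to 0.902. With this constant subtracted, 150 probe sets passed the unadjusted threshold with 1.2-fold in limma and 75 in the methods' t-test, and 0 passed after adjustment. The test was chosen after the result was seen, and another difference in background correction or software could give a like pattern.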
